# Acute gastrointestinal permeability after traumatic brain injury in mice precedes a bloom in *Akkermansia muciniphila* supported by intestinal hypoxia

**DOI:** 10.1038/s41598-024-53430-4

**Published:** 2024-02-05

**Authors:** Anthony J. DeSana, Steven Estus, Terrence A. Barrett, Kathryn E. Saatman

**Keywords:** DNA sequencing, Animal disease models, Bioinformatics, Mouse, Fluorescence imaging, Optical imaging, Neurodegeneration, Microbial communities, Microbiota, Large intestine, Colon, Small intestine, Ileum, Experimental models of disease

## Abstract

Traumatic brain injury (TBI) increases gastrointestinal morbidity and associated mortality. Clinical and preclinical studies implicate gut dysbiosis as a consequence of TBI and an amplifier of brain damage. However, little is known about the association of gut dysbiosis with structural and functional changes of the gastrointestinal tract after an isolated TBI. To assess gastrointestinal dysfunction, mice received a controlled cortical impact or sham brain injury and intestinal permeability was assessed at 4 h, 8 h, 1 d, and 3 d after injury by oral administration of 4 kDa FITC Dextran prior to euthanasia. Quantification of serum fluorescence revealed an acute, short-lived increase in permeability 4 h after TBI. Despite transient intestinal dysfunction, no overt morphological changes were evident in the ileum or colon across timepoints from 4 h to 4 wks post-injury. To elucidate the timeline of microbiome changes after TBI, 16 s gene sequencing was performed on DNA extracted from fecal samples collected prior to and over the first month after TBI. Differential abundance analysis revealed that the phylum *Verrucomicrobiota* was increased at 1, 2, and 3 d after TBI. The *Verrucomicrobiota* species was identified by qPCR as *Akkermansia muciniphila*, an obligate anaerobe that resides in the intestinal mucus bilayer and produces short chain fatty acids (e.g. butyrate) utilized by intestinal epithelial cells. We postulated that TBI promotes intestinal changes favorable for the bloom of *A. muciniphila*. Consistent with this premise, the relative area of mucus-producing goblet cells in the medial colon was significantly increased at 1 d after injury, while colon hypoxia was significantly increased at 3 d. Our findings reveal acute gastrointestinal functional changes coupled with an increase of beneficial bacteria suggesting a potential compensatory response to systemic stress after TBI.

## Introduction

Traumatic brain injury (TBI) is a major source of death and disability with approximately 2.8 million people suffering a TBI annually in the United States alone^1,2^. The initial brain insult and ensuing secondary injury cascade result in complex damage and dysfunction not only to the brain but also to other organ systems^3,4^. Increasing evidence suggests that the neuroenteric axis is altered following TBI, compromising bidirectional coordination of external and internal stimuli by the central and enteric nervous systems^5,6^. Gastrointestinal (GI) dysfunction, including dysmotility, fecal incontinence and sepsis, is well documented in the TBI population^7–9^. Indeed, at one or more years after injury, TBI is associated with a 2.5-fold increase in the incidence of digestive system conditions and 12-fold increase in death due to septicemia^9,10^. Rodent models of TBI recapitulate aspects of GI dysfunction seen in humans, including altered transit time^11^ and increased intestinal permeability^5,12^. Such perturbations to normal GI function may result in disrupted nutrient absorption and bacterial translocation, potentially contributing to deleterious central nervous system outcomes^5,6,13,14^.

The microbiota residing in the intestinal tract mediate signaling along the neuroenteric axis^15^. The cells of the small and large intestine interact with microbes and microbial metabolites to affect direct and indirect signaling to the central nervous system. The gut’s native bacterial populations are critical for maintaining GI health by contributing to intestinal metabolism and digestion and influence many systems critical for normal development of the brain and immune system^16–19^. Changes to the gut microbiome have been reported after TBI, although the specific findings vary (reviewed in^20^). Experimental perturbation of the microbiome worsens outcomes after experimental TBI^6,21,22^. More specifically, TBI-associated pathology and neurologic deficits are exacerbated by the induction of colitis early after injury^22^ and with the introduction of intestinal pathogens at chronic timepoints^6^. Antibiotic-induced dysbiosis after experimental TBI is associated with greater neuroinflammation and reduced hippocampal neurogenesis, compromising potentially reparative neuroplasticity^21^. Given that gut-to-brain signaling can affect multiple outcomes, it is important to understand the brain-to-gut changes that are initiated after TBI.

TBI can affect not only GI function and the gut microbiome, but also the structural integrity of the GI tract. Acute small intestinal villi blunting and chronic thickening of the muscularis mucosae have been noted after experimental brain injury^5,6,13^. Moreover, due to the close association between the gut microbiota and the intestinal epithelium, deleterious changes to the gut microbiome are often associated with damage to the intestinal tract and vice versa^23–25^.

The intestinal microbiome has been posited as a potential therapeutic target after TBI^26^, but how the GI tract is altered by TBI is still poorly understood. To test the hypothesis that TBI initiates intestinal dysfunction and damage in concert with gut dysbiosis, we induced a controlled cortical impact (CCI) brain injury in mice. Damage to the GI tract was assessed at multiple timepoints over a 4 wk post-injury period by quantifying morphological features of crypt-villi and crypt structures and goblet cells in the small and large intestines. The fecal microbiome was then profiled at corresponding timepoints by performing 16 s rRNA gene sequencing.

## Methodology

### Subjects

C57BL/6J male mice were obtained from Jackson Laboratories at 4–8 wks of age (n_total_ = 125). Mice were allowed to acclimate within the University of Kentucky Medical Center animal vivarium for at least one week prior to any procedures. The vivarium was maintained at a constant temperature with a 14/10 h light/dark cycle. Unless otherwise stated, mice were provided food and water ad libitum.

For microbiome studies, mice were co-housed by injury condition following inoculation with a common microbiome to minimize inter-individual variation (see pre-injury microbiome normalization methods for additional information). All other mice were co-housed regardless of injury condition with their cage-mates as determined upon arrival to the vivarium.

All procedures were approved by the University of Kentucky’s Institutional Animal Care and Use Committee, under IACUC protocol 2019-3170, and all experiments were performed in accordance with the “Guide for the Care and Use of Laboratory Animals” and relevant regulations^27^.

### CCI surgery, group randomization

Adult mice (8–10 wks of age) were randomized into CCI or sham injury groups using a random list generator (random.org). CCI mice received a moderate brain injury (1.1 mm depth, 3.5 m/s speed) as previously described^28^. In short, mice were initially anesthetized using 3% isoflurane and placed in a stereotaxic frame (David Kopf Instruments). Once the head was stabilized, anesthesia was maintained at 2.5% isoflurane for the duration of the surgery. The scalp was shaved and disinfected prior to analgesic administration via subcutaneous injection (0.5% bupivacaine with 1:200,000 epinephrine in sterile saline; 2 mg/kg bodyweight). A midline incision was made and the scalp retracted. A 5 mm diameter craniotomy was made over the left parietal cortex midway between bregma and lambda. The 3 mm diameter, rounded impactor tip was centered over the craniotomy and a cortical contusion was produced using an electromagnetically driven impactor device (Leica Biosystems). The craniotomy site was then closed with a cranioplasty to protect the brain from further damage. Following surgery, mice were placed on a heated pad to maintain body temperature until they were ambulatory. Sham-injured mice served as the control group and underwent all procedures except the impact. A priori power analysis was not performed because GI histology outcomes had not been assessed previously within the lab. Thus, group sizes were based upon published data from TBI studies assessing GI tissue outcomes^5,6,29^. Group sizes for each experimental parameter are provided in Supplemental Table 1.

### Intestinal permeability assay

Intestinal permeability was assessed as previously published^30^ in mice that were euthanized at 4 h, 8 h, 1 d, or 3 d after sham injury or CCI (n_sham_ = 2–3/timepoint; n_CCI_ = 6–9/timepoint). All mice were fasted approximately 10–13 h prior to euthanasia to allow for complete clearance of the GI tract. Mice designated for the 4 h group were fasted overnight prior to surgery. Mice surviving 8 h were fasted beginning 2 h prior to surgery. To assess permeability, 4 kDa FITC dextran (100 mg/ml; FD4, Sigma Aldrich, CAS: 60842-46-8) was administered 4 h prior to euthanasia by oral gavage at a dose of 44 mg/100 g body weight. Mice designated for euthanasia 4 h after injury were gavaged directly after they regained consciousness from surgery. A single sham mouse from the 4 h assessment group was excluded due to a gavaging error.

Mice were euthanized by overdose of sodium pentobarbital (Fatal Plus, 150 mg/kg i.p.). A midline laparotomy was then immediately performed, followed by a thoracotomy to expose the heart for blood collection from the left atria. If insufficient blood was collected, the right auricle was clipped and pooled blood was collected. Mice were excluded if an insufficient amount of blood was able to be collected after clipping the right auricle (Sham: n_8hr_ = 1, n_1d_ = 1, n_3d_ = 1 | CCI: n_1d_ = 1, n_3d_ = 2). Blood was allowed to clot at room temperature and was then spun down in a centrifuge (4 °C; 1500xG for 15–20 min). Serum was stored at -20 °C until analysis. After blood collection, mice were perfused with heparinized saline and tissue collection proceeded as outlined below. Serum fluorescence was measured on a plate reader (Synergy | HTX multi-mode reader; Gen5 Image+) and concentration of FITC dextran was determined based upon a standard curve.

### Pimonidazole-HCl administration

To assess intestinal hypoxia after TBI (n_sham_ = 11, n_CCI_ = 6–7/timepoint), mice received an intraperitoneal (i.p.) injection of 60 mg/kg pimonidazole-HCl (Hypoxyprobe-1/HP1 | Hypoxyprobe, Inc.) 1 h prior to euthanasia as per manufacturer instructions. Under hypoxic conditions, HP1 is reduced and forms protein adducts that can then be detected using antibodies against this protein adduct^31^.

### Euthanasia, tissue collection and processing

Animals were euthanized with an overdose of sodium pentobarbital (Fatal Plus, 150 mg/kg i.p.), and were transcardially perfused with heparinized saline. The small and large intestine were dissected out together for processing (described below) before resuming perfusion with 10% buffered formalin. As previously described^28^, brains were removed from the skull after an overnight post-fix in 10% buffered formalin, and further post-fixed for 24 h prior to cryoprotection with 30% sucrose solution. Brains were snap frozen and stored at -80 °C. Brains were cut coronally at 40 μm thickness using a freezing, sliding microtome (Microm HM430; Thermo Scientific) and stained with Cresyl Echt Violet to assess gross histology. After evaluation by two blinded investigators without knowledge of other outcome parameters, one sham mouse was excluded from the study due to substantial damage to the brain along the perimeter of the craniotomy. One mouse euthanized 4 h after CCI was excluded due to an absence of cortical tissue damage, implicating technical failure of the impact.

Following removal of the intact small intestine and colon, the ileum was identified as the distal third of the small intestine and separated. For the colon, the cecum was excluded and the medial and distal portions of the colon were dissected out together for further processing. The dissected ileum and colon were each Swiss rolled onto syringe plungers^32^ before overnight post-fixation in 10% buffered formalin. Swiss-rolled tissue was then pinned and transferred to 70% ethanol for paraffin embedding. Tissue was cut on a rotary microtome (Finesse; Shandon) at a 4 μm thickness and mounted on positively charged slides. Tissue was air dried overnight and then baked overnight at 50ºC.

### Histology, immunohistochemistry and image analysis

Histology was performed on GI tissue collected from animals generated for several experiments within the present study (n_sham_ = 3–6/timepoint; n_CCI_ = 6–10/timepoint). Animals euthanized at 4 h, 8 h, 1 d, and 3 d after injury were also utilized for the FITC dextran permeability assay described above, while the 1 wk and 2 wk mice were generated for the specific purpose of GI tissue analysis. Tissue for the 4 wk timepoint was collected from the animals that were utilized for the microbiome studies. Analysis of HP1 immunofluorescence was performed on the 1d and 3d groups. All tissue processing, staining, immunolabeling, and measurements were taken by a researcher blinded to brain injury status and timepoint.

#### Alcian Blue staining

Swiss-rolled intestinal tissue sections were stained with Alcian Blue (VECTOR labs | H-3501), as per manufacturer instructions, to label acidic mucins with a pH < 2.5. Tissue was then counterstained with nuclear fast red. Slides were scanned at 20 × with a Zeiss Axio Scan Z.1 digital slide scanner allowing for a single high-resolution, zoomable image of each slide.

#### Quantification of intestinal morphological parameters

Intestinal tissue stained with Alcian Blue and nuclear fast red was used to assess alterations to the morphology of both the small and large intestine. The functional unit within the ileum is the crypt-villi structure, which consists of a villus surrounded by invaginations known as crypts. Within the colon, the medial region (ascending colon) was differentiated from the distal region (descending colon) based on the presence of transverse folds. As crypt structures within the medial colon are shorter than those of distal colon, crypt depth was measured separately for these regions. Either increased or decreased ileum crypt-villi distance or colon crypt depth is indicative of damage to the GI tract and can be associated with altered nutrient absorption, damage and inflammation^33–36^.

Within the HALO image analysis platform (version 3.2; Indica Labs), all well-oriented ileum crypt-villi and colon crypt structures, as determined using published criteria^37^, were measured along the length of the Swiss roll. The length from the tip of the villus to the base of that villi’s crypts was measured in the ileum while the distance from the luminal edge of the crypt to its base was measured in the colon. The minimum number of crypt-villi structures quantified per ileum was 20. Then minimum number of crypts measured per colon region was 10. Crypt-villi distance and crypt depth values were averaged for each animal.

#### Alcian Blue staining quantification

For the ileum, Alcian Blue-labeled goblet cells were manually counted within well-oriented crypt-villi structures within five randomly placed square fields (area = 1.5 mm^2^). Images of well-oriented villi within the field were exported at a resolution of 5000 pixels/in using the “Figure Maker” tool in HALO for manual counting within Adobe Photoshop (version 4 for iPad; Adobe). Goblet cells were counted if they had positive staining and a clearly identifiable nucleus.

Within the colon, individual well-oriented crypts within the medial and distal colon were manually outlined using HALO software. Due to the tight packing of goblet cells, colonic goblet cells were quantified using the Area Quantification v1.0 algorithm within HALO to determine the area of Alcian Blue-positive tissue relative to the individual crypt area. This algorithm was adjusted per staining run to account for lighter or darker Alcian Blue labeling. The percent Alcian Blue-positive staining was averaged across crypts separately within the medial and the distal colon per animal.

#### Colon hypoxia immunohistochemistry

Swiss-rolled intestinal tissues were deparaffinized using xylenes and rehydrated through an ethanol gradient into ddH_2_O. To perform antigen retrieval, slides were placed in a 1 × citric acid antigen unmasking solution (pH 6.0; VECTOR Labs | H-3300) for 4 min in a pressure cooker (Instant Pot LUX; Instant Pot Company). After pressure was released, slides were cooled to room temperature before washing in 1 × TBS. Tissue was blocked in 5% normal horse serum (NHS) in 0.1% Triton X-100 in 1 × TBS (TBS-T) before overnight incubation in biotinylated mouse anti-HP1 mAb (1:50 | Hypoxyprobe, Inc) or rabbit anti-HIF1α pAb (1:100 | Abcam) within a humidified chamber at 4 °C or at room temperature. After washing in 1 × TBS, tissue labeled with anti-HIF1α was incubated in donkey anti-rabbit biotin (1:1000 | Jackson ImmunoResearch). Slides labeled against HP1 or HIF1α were then incubated in streptavidin Alexa 594 (1:1000 | Invitrogen). Omission of primary antibody served as a negative control. HP1 labeled slides were scanned on a Zeiss Axio Scan Z.1 digital slide scanner at 20x while HIF1α labeled slides were imaged on a Nikon C2plus confocal microscope at 10x. HP1 and HIF1α provide similar labeling patterns in the colon^38^.

#### Colon hypoxia quantification

Healthy colon tissue is more hypoxic at the luminal edge compared to the crypt base^39^. To determine the effects of CCI on this hypoxic gradient, three visual fields with at least three well-oriented crypts were identified within the distal colon and exported from HALO using the “Figure Maker” tool. These images were imported into FIJI (ImageJ version 1.53 k^40^) to plot the pixel intensity profile from luminal edge to crypt base as a means of assessing both the degree (intensity) and depth of hypoxia. Using the line tool, two lines were drawn at the edges of each crypt from the luminal edge to the base of the crypt. After all lines were drawn, a gaussian blur was applied (σ radius = 3 μm) to minimize the effect that unlabeled goblet cells had on the pixel intensity profile. The pixel intensity gradient was plotted for the red channel using the “plot profile” tool. Because each intensity profile consisted of differing numbers of X, Y coordinates, points were interpolated within R to provide Y-values along an X-axis normalized to a percent distance (0–100% with 1% increments). The two interpolated hypoxia profiles for each crypt were then averaged to provide an overall pixel intensity profile of hypoxia from luminal edge to crypt base. Crypt hypoxia profiles were averaged within a field. Field hypoxia profiles were then averaged for each animal. Hypoxia intensity and depth profiles were imported from R to GraphPad Prism 9 (GraphPad Software) to calculate the area under the curve and peak intensity after subtracting the baseline of each curve.

### Pre-injury microbiome normalization and fecal collection

Because preliminary work suggested pre-injury microbiome variation between cages (data not shown), we normalized the microbiome of all mice prior to injury by flushing the GI tract with the osmotic laxative polyethylene glycol (PEG; Macrogol 4000, 425 g/L | Fortrans) as per the paradigm described by Wrzosek et al.^41^. The mice were then inoculated with cecal contents from age and sex matched mice as described below. Only mice utilized as part of microbiome experiments underwent microbiome normalization.

#### Cecal content collection

Conventionally raised, male mice were used as cecal content donors (n = 10). To allow for stabilization of their microbiome within our facilities, mice were acclimated to the vivarium with normal bedding and cage changes for 3 wks after their arrival. Following euthanasia at 8–9 wks of age, the cecum was rapidly removed and its contents extruded into a sterile, DNase-free, polypropylene tube. Equal parts, by weight, from each animal were mixed and vortexed to a homogenate that was aliquoted and stored at − 80 °C until reconstitution for administration.

#### Whole bowel irrigation and microbiome transplant

Five-week-old mice were allowed to acclimate for one week prior to the three-week whole bowel irrigation procedure. This allowed for mice to be injured within our target age range of 8–10 wks of age. One hour prior to whole bowel irrigation, mice were placed in a clean, bedding-free cage to prevent coprophagy, with free access to water. Mice were gavaged four times at 20 min intervals with 200 µl of PEG solution^41^. This procedure visibly cleared the contents from the large intestine and was effective in reducing overall DNA content within the colon’s luminal contents (Supplemental Fig. 1). Cecal content homogenates were reconstituted immediately prior to gavage by thawing the homogenates in a warm water bath and rapidly diluting 100-fold in sterile 1 × PBS. Animals were gavaged with reconstituted cecal material 4 h after the final PEG gavage, and again weekly for the next 3 wks (Fig. 1A). Throughout the inoculation period, additional steps were taken to minimize microbiome differences prior to injury by using a mixed bedding approach^42^. Prior to injury, all animals were co-housed, and at cage change, soiled bedding from all cages were mixed and redistributed in equal parts with fresh bedding. The week after the final microbiota inoculation, animals underwent sham or CCI injury as described above. 

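The deposited sample table lists 1 cage number for each of the 13 mice of the microbiome study, and for 13 of them the number was the same at all collections, the pre-injury collection included. The table does not say whether the number listed with a pre-injury sample is the cage at that collection or the cage after surgery. There were 3 cages of sham mice and 3 cages of CCI mice, with 2 or 3 mice in each. All 6 cages held mice of 1 injury group and of 1 surgery day. Surgeries were listed on 2 days, the first with 4 sham and 3 CCI mice and the second with 2 sham and 4 CCI mice. For these cage numbers, a comparison of sham and CCI mice is also a comparison between separate sets of cages.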

Following surgery, mice were co-housed by injury group and the mixed bedding approach was continued within each injury group.

**Figure 1:**
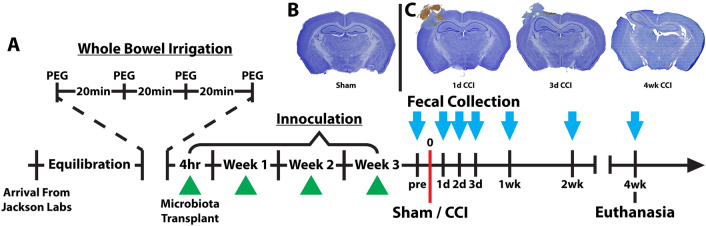
Study timeline of microbiome normalization, TBI and fecal collection. (**A**) Prior to fecal collection, the microbiome was normalized by performing a whole bowel irrigation with polyethylene glycol (PEG) followed by repeated inoculations with a cecal slurry (green triangles) collected from age and sex-matched mice. Fecal samples were collected (light blue arrow) prior to injury and at several timepoints out to 4 wks post-injury. Examples of Nissl stain from (**B**) a sham control and (**C**) controlled cortical impact (CCI) mice at early and chronic timepoints illustrate injury progression from a hemorrhagic contusion to cortical cavitation.

Weight of animals was monitored with each inoculation, 1 and 2 d prior to injury, on the date of surgery, and then again at each fecal collection timepoint after injury. 

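Body weight was listed in the deposited sample table with each fecal sample, as whole numbers without a unit that are read here as g. Relative to their own pre-injury collection, sham mice changed by -0.833 g ± 0.983 (SD, n = 6) at 1 d and CCI mice by -0.571 g ± 0.535 (SD, n = 7), and the difference between the groups was 0.262 g (two-sided exact permutation test over mice, p = 0.731). At 2 wk, sham mice had changed by -0.4 g ± 1.52 (SD, n = 5) and CCI mice by 0.571 g ± 0.787 (SD, n = 7), the widest separation of the 6 timepoints after surgery (difference 0.971 g, two-sided exact permutation test, p = 0.235). At 4 wk the gain was 1.5 g ± 1.05 (SD, n = 6) in sham mice and 1.43 g ± 0.976 (SD, n = 7) in CCI mice, a difference of -0.0714 g (two-sided exact permutation test, p = 1). Shifts between -1.33 and 1.05 g at 4 wk were not rejected by this test at the 0.05 level. After Benjamini-Hochberg adjustment over the 6 timepoints, all p-values of the group difference were 1. The direction at 4 wk depended on the setting, since with mice compared within their surgery day the difference was 0.0625 g. Over all 13 mice, weight fell by 0.692 g at 1 d (lower in 9 mice; two-sided exact sign-flip permutation test, p = 0.0195, adjusted p = 0.0391) and fell by 0.846 g at 2 d (lower in 11 mice; the same exact test, two-sided, p = 0.00586, adjusted p = 0.0176). The change was -0.5 g at 3 d (n = 12, two-sided exact sign-flip permutation test, p = 0.0703, adjusted p = 0.105). It was -0.308 g at 1 wk (n = 13, the same test, p = 0.3125) and 0.167 g at 2 wk (n = 12, the same test, p = 0.8125). By 4 wk body weight had risen by 1.46 g (higher in 11 of 13 mice; two-sided exact sign-flip permutation test, p = 0.000977, adjusted p = 0.00586). Set against the weight listed for the day of surgery in place of the pre-injury collection, the changes were -0.308 g at 1 d (two-sided exact sign-flip permutation test, p = 0.359) and -0.462 g at 2 d (two-sided exact sign-flip permutation test, p = 0.148).

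**Figure D1:**
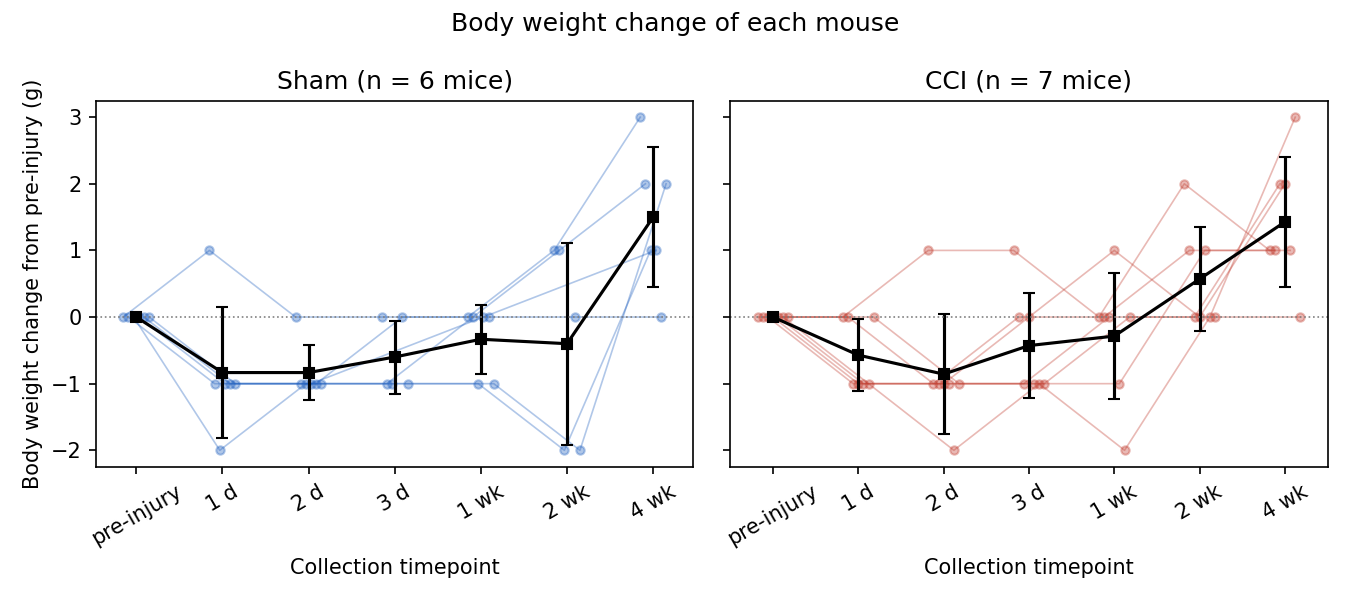
Change in body weight (g) from the pre-injury collection at each fecal collection timepoint in sham mice (left, n = 6, with 5 at 3 d and 2 wk) and CCI mice (right, n = 7). Colored lines are single mice, offset sideways so that equal values can be seen, and black squares with bars are the mean and SD; the mean gain at 4 wk was 1.5 g in sham and 1.43 g in CCI mice.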

Body weight changes across time were equivalent for mice randomized into sham and CCI groups (Supplemental Fig. 2).

### Microbiome analyses

#### Read processing and alpha and beta diversity

Adapter sequences were trimmed within the Illumina MiSeq platform and the resultant raw reads were imported into R (version 3.6.3-4.1.2 as released). The raw and processed 16s rRNA gene sequencing data discussed within this document have been deposited in the NCBI Gene Expression Omnibus^43^ and are accessible through the accession number GSE239472 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239472). All pre-processing and processing was conducted in R using RStudio^44^, based on the workflow outlined by Callahan et al.^45^. Low quality sequences were filtered out and the remaining sequences were trimmed to a consistent length by trimming the first 13 bases and truncating the final 10 bases as determined by read quality profiles. Forward and reverse reads were joined and sequence variants inferred using Divisive Amplicon Denoising Algorithm (DADA2) to generate an amplicon sequence variant (ASV) table^46^. Chimeric sequences were removed and samples containing fewer than 10,000 high quality reads were excluded from further downstream analysis. Two samples from a single sham animal (3 d and 2 wk) were excluded for having low read counts prior to filtering. 

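In the deposited sample table, the sham mouse without samples at 3 d and 2 wk was Sham 4, which had samples at 5 of the 7 timepoints. The other 12 mice had a sample at all 7 timepoints. Sham groups therefore held 5 mice at 3 d and 2 wk and 6 mice at the remaining 5 timepoints, and CCI groups held 7 mice throughout.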

Prior to filtering there was an average of 137,413 reads per sample (minimum = 23,253 | maximum = 320,550) with an average of 29% of reads being discarded as low quality. After filtering for low-quality reads there was average of 98,351 reads per sample with a minimum number of reads of 11,691 and a maximum of 320,550. Taxonomy was assigned using the SILVA reference database (v132) and a phylogenetic tree was constructed using DECIPHER^47^. Within the Phyloseq package^48^, the ASV table, sample metadata, taxonomy information, and phylogenetic tree were merged into a Phyloseq object for diversity analysis.

Diversity metrics were calculated in R primarily utilizing the Phyloseq and Microbiome packages^48,49^. Due to the high level of variability in read depth, alpha diversity metrics were calculated using data rarefied to a read depth of 10,000. To assess beta diversity, ASVs were transformed into relative abundance values and “distance” values were generated for three commonly used beta diversity metrics: Bray Curtis dissimilarity, UniFrac distance, and Weighted UniFrac distance. Diversity metrics have been reviewed by Kers and Saccenti^50^.

#### Differential abundance analysis (ANCOM-BC)

Differential abundance analysis was conducted using Analysis of Compositions of Microbiomes with Bias Correction (ANCOM-BC v1.2) within R^51^. Importantly, this analysis accounts for the compositionality that is inherent to microbiome data sets^52^. Additionally, this analysis controls for the false discovery rate (FDR) and reports adjusted p-values (q-values). This analysis was conducted at different taxonomic levels by collapsing the ASV table by taxonomic rank (Phylum, Class, Order, and Family) to compare sham and CCI injury groups at each timepoint. 

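The deposited taxonomy table gives the names on which such a collapse rests. It holds 434 sequence variants, all of which are among the 4065 variants of the deposited count table. The other 3631 variants of the count table had no entry in it, so that names were given to 10.7% of the variants. What share of the reads these variants carried was not analysed here. A phylum was named for 431 of the 434 variants (99.3%), as were a class and an order, and 372 (85.7%) had a family. A genus was named for 220 variants (50.7%). The 3 variants without a phylum were listed as Eukaryota, and 1 variant had the family Mitochondria. The number of distinct names was 5 for phylum, 8 for class, 18 for order and 24 for family. Of these names, 1 phylum, 3 classes, 4 orders and 8 families were held by a single variant. The phylum with a single variant was Verrucomicrobiota, and this variant was named down to the genus Akkermansia, with a length of 420 bases and a GC content of 54.0%. In this table, a value for Verrucomicrobiota at any rank from phylum to family is therefore the value of 1 sequence variant. Among the variants of the count table without an entry, 12 were at least 90% identical to this variant, the closest at 98.8%. Such a value may therefore leave out related variants.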

Genus and species level comparisons were not conducted due to increasing uncertainty for assigning a read to a genus or species with each progressive taxonomic rank.

Despite efforts to normalize the microbiome in all mice prior to CCI, our subsequent analysis detected a difference in the CCI and sham groups prior to injury. At the order level, *Erysipelotrichales* was more abundant at pre-injury baseline in the CCI group compared to the sham group (Supplemental Fig. 3). This suggests that our approach to microbiome normalization was largely effective but could not extinguish all pre-existing microbiome variation among the mice.

#### qPCR to assess *Akkermansia muciniphila*

Utilizing the same DNA isolated for 16s rRNA gene sequencing, qPCR was conducted using a custom TaqMan probe for *A. muciniphila* (Fwd: 5’ CGGTGGAGTATGTGGCTTAAT; Rev: 5’ CCATGCAGCACCTGTGTAA; Probe: 5’ CGCCTCCGAAGAGTTCGCATG; [20x]) and a 16 s pan-bacterial primer/probe set (Assay ID: Ba04930791_s1, ThermoFisher Scientific, # 4331182, [20x]). 

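These oligonucleotides were searched on both strands of the deposited 16s rRNA gene sequence variants, with mismatches counted over the full length of each oligonucleotide and no gaps. The forward primer (21 bases), the reverse primer (19 bases) and the probe (21 bases) matched 0 of the 434 variants with assigned taxonomy exactly, and 0 with up to 3 mismatches. The fewest mismatches to any of these variants were 5 for the forward primer, 5 for the reverse primer and 8 for the probe. To the single variant named Akkermansia there were 9, 9 and 10 mismatches, in the same order. Over all 4065 variants of the count table, the fewest mismatches were 5, 4 and 6. The sequenced fragment, with a median length of 415 bases among the variants with assigned taxonomy, is part of the 16s rRNA gene only. A site in another part of this gene, or in the rest of the genome, could not be found by this search. The mismatches therefore do not show whether the assay detects the bacterium of the Akkermansia variant.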

A 10 μl reaction was conducted with sample [DNA] = 5 ng/μl diluted as recommended by the manufacturer. Samples were run in triplicate on MicroAmp Fast Optical 96-well reaction plates (0.1 ml; # 4346907) and within-plate sample position was randomized. Reactions were carried out on a QuantStudio 7 Flex (Applied Biosystems) under the default parameters for use with Universal Master Mix.

Data output from qPCR were analyzed using the comparative CT (2^−∆∆Ct^) method^53^ to compare sham and CCI mice at 1, 2, and 3 d post-injury normalized to pre-injury. The ∆Ct value was derived by subtracting the mean Ct from the universal 16s probe from the mean Ct of the *A. muciniphila* probe for each sample (∆Ct = Ct_*A. muciniphila*_ − Ct_16s_), and the ∆∆Ct was derived by subtracting the ∆Ct_pre-injury_ from ∆Ct_post-injury_ (∆∆Ct = ∆Ct_post-injury_ − ∆Ct_pre-injury_).

### Statistical analyses

All analyses were performed in GraphPad Prism 9 unless otherwise specified with each animal considered to be an experimental unit. For statistical analysis of GI permeability data, sham mice from all timepoints were binned into a single sham group (n = 9) and compared against CCI mice that survived 4 h (n = 7), 8 h (n = 8), 1 d (n = 7), or 3 d (n = 6) by one-way ANOVA. Post-hoc analyses were conducted using Holm-Šídák's multiple comparisons test for each timepoint against sham controls. The reported group sizes reflect the exclusion of mice as detailed in Supplemental Table 1. Ileum crypt-villi, colon crypt, and Alcian Blue measurement data were assessed by two-way ANOVA followed by post-hoc Holm-Šídák's multiple comparisons tests. For hypoxia parameters, sham animals from both timepoints were binned for data analysis and a one-way ANOVA was performed followed by post-hoc Holm-Šídák's multiple comparisons tests. For all tests, α = 0.05. Model assumptions were checked by plotting the residuals on QQ plots.

Statistical comparisons for alpha diversity were conducted by mixed-effects ANOVA. Statistical analysis and graphing of beta diversity was conducted within R. Beta diversity ordination distances were compared by PERMANOVA (n_perm_ = 999) using the “adonis” function within the vegan package (v2.6-2 as described previously^45^). Post-hoc, pairwise comparisons were conducted using the “pairwise.adonis” function contained within the RVAideMemoire package (v0.9-81-2)^54^, and p-values were adjusted using the FDR by 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (Q:1%) for comparisons of interest for experimentally relevant comparisons only (n_perm_ = 999; FDR adj α = 0.05)^55^. Comparative CT data generated from qPCR output were analyzed by pairwise one-tailed t-tests with Welch’s correction to test for an increase in *A. muciniphila* in CCI mice compared to sham mice. For qPCR data, model assumptions were checked by plotting the residuals on QQ plots leading to linearization of the data using a log10 transform for statistical comparisons but were back-transformed for graphical presentation.

## Results

### Intestinal permeability

Although several studies have examined parameters related to intestinal permeability in rodent models of TBI, the majority have relied on ex vivo or invasive in situ permeability assays, measurement of permeability biomarkers in blood, and inferences drawn from measurements of tight junction protein levels^5,13,29,56–58^. We chose to employ an established, noninvasive method for assessing intestinal permeability in mice^30^ which has not yet been widely employed in neurotrauma models. Serum fluorescence was measured 4 h after oral gavage of 4 kDa FITC dextran. Under healthy conditions, paracellular permeability to FITC dextran within the GI tract should be minimal, leading to low serum fluorescence levels.

Permeability differed significantly among sham controls and mice euthanized at 4 h, 8 h, 1 d, and 3 d after CCI (Fig. 2; F(4,32) = 3.094; *p* = 0.03). Subsequent post-hoc comparisons of injured groups to the sham control group revealed increased GI permeability at 4 h after injury (*p* < 0.01), but not at 8 h, 1 d or 3 d post-CCI. These data are consistent with our interpretation that brain injury causes transient intestinal barrier dysfunction.

**Figure 2:**
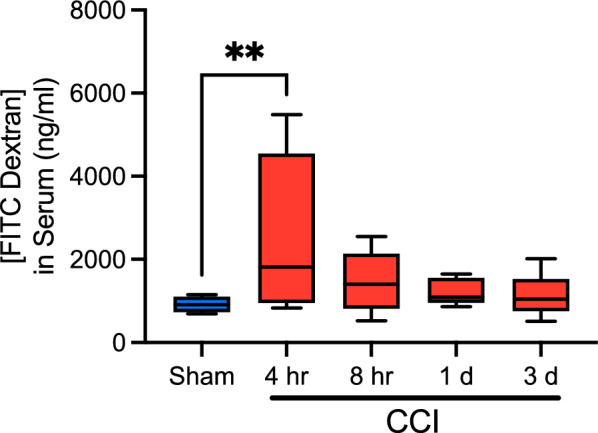
CCI results in a transient increase in intestinal permeability. Intestinal permeability was increased at 4 h following CCI when compared to sham animals binned from all timepoints. Serum concentration of FITC dextran returned to sham levels beginning at 8 h and remained there at 1 and 3 d post-injury. Whiskers represent minimum and maximum, box represents 25th-75th percentile, and line represents median value (**p < 0.01; n_sham_ = 2–3/timepoint, n_CCI_ = 6–9/timepoint). Data for individual sham groups can be found in Supplemental Fig. 4.

### Ileum and colon morphology

Changes in GI morphology have been reported in both the short and long term in various models of TBI^5,6,13,29^. Therefore, we assessed GI morphology in the ileum and colon over a comprehensive time course including 4 h, 8 h, 1 d, 3 d, 1 wk, 2 wk, and 4 wk after CCI or sham injury. Because alterations in the small intestine’s crypt-villi structure are indicative of damage^33,35,36^, villi morphology was assessed by measuring the crypt-villi distance in well-oriented regions of both sham (Fig. 3A) and CCI mice (Fig. 3B). Within the ileum, crypt-villi distance was not significantly altered by CCI (main effect of injury, F(1, 66) = 2.59, *p* = 0.11) and did not vary as a function of time post-injury (F(6, 66) = 0.21, *p* = 0.97; Fig. 3C). Further, no interaction was observed between injury and time post-injury (F(6, 66) = 1.33, *p* = 0.26).

**Figure 3:**
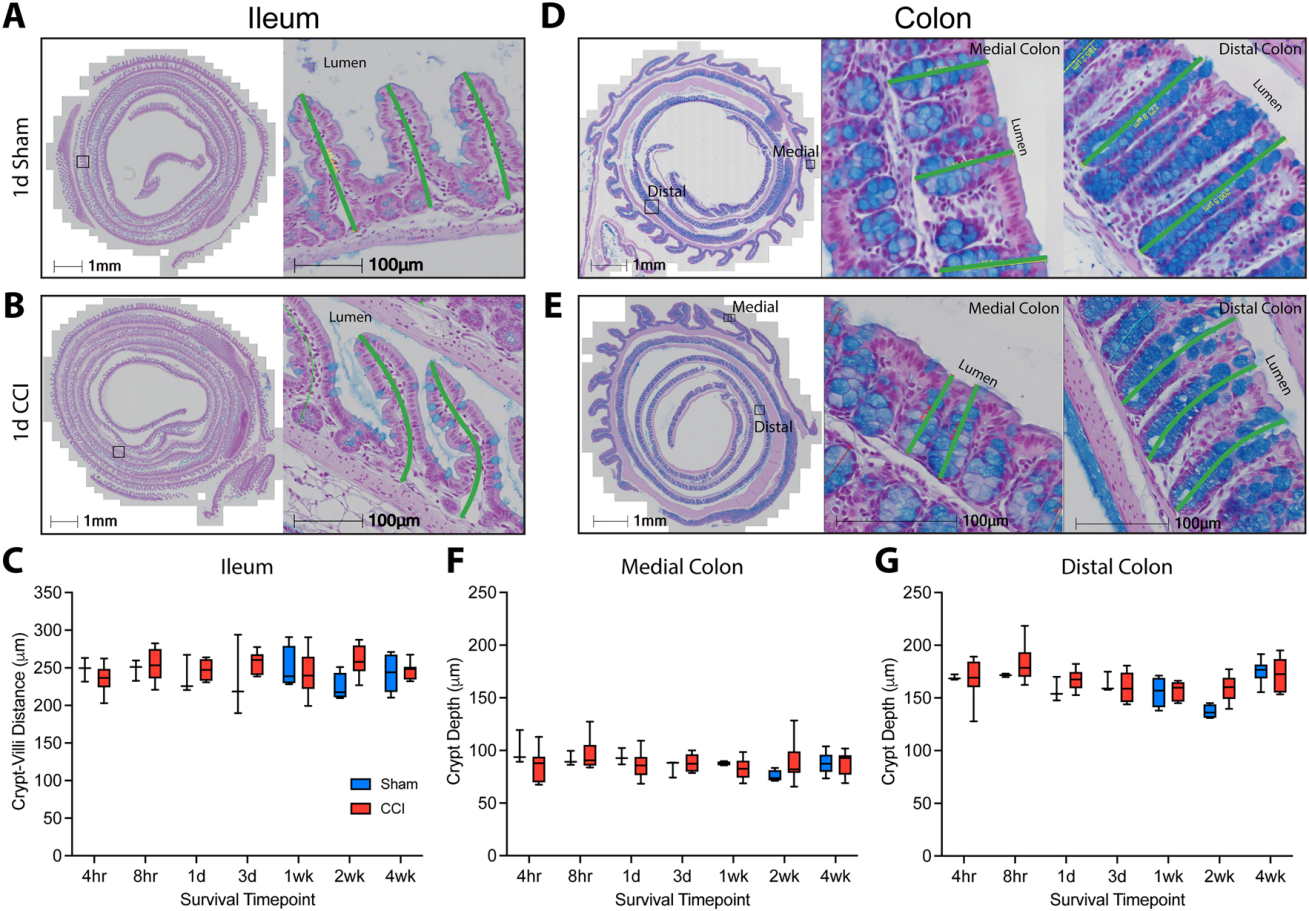
CCI does not alter morphology of the ileum or colon. Representative images of the crypt-villi structure from (**A**) sham and (**B**) CCI mice. Swiss-rolled cross sections are shown at low magnification with a box denoting the area shown at high magnification. Green lines depict the distance measurements acquired. (**C**) Quantification of crypt-villi depth for each timepoint shows no alteration in the ileum after CCI. Representative images illustrating crypt depth measurements in the colon (green lines) from (**D**) sham and (**E**) CCI mice. Quantification of the crypt depth suggests that CCI did not alter crypt morphology in the (**F**) medial or (**G**) distal colon. In the distal colon, a main effect of time after injury was present. Whiskers represent minimum and maximum, box represents 25th–75th percentile, and line represents median value (n_sham_ = 3–6/timepoint, n_CCI_ = 6–10/timepoint).

Within the colon, shortened crypt depth is associated with acute inflammation while increased depth is associated with latent inflammation^34,59^. To assess whether CCI alters colon crypt morphology, the crypt depth was measured in the medial and distal regions of the colon for sham (Fig. 3D) and CCI mice (Fig. 3E). These two regions were quantified separately due to regional differences in function and crypt depth between the medial and distal portions of the colon. CCI had no overall effect on medial colon crypt depth (F(1,66) = 0.05, *p* = 0.82; Fig. 3F) or distal colon crypt depth (F(1,66) = 3.64, *p* = 0.11; Fig. 3G). No effect of time post-injury was observed in the medial colon (F(6,66) = 1.18, *p* = 0.33), but a main effect was present in the distal colon (F(6,66) = 5.87, *p* < 0.0001). However, no interaction was observed between injury and time in the medial colon (F(6,66) = 1.28, *p* = 0.28) or distal colon (F(6,66) = 1.29, *p* = 0.27), suggesting no overt morphological changes in the large intestine due to injury.

### Gut microbiome

#### Alpha diversity

To evaluate the hypothesis that TBI alters the microbiome, fecal samples were collected at multiple timepoints in mice surviving 4 wks following sham or CCI injury. 

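The deposited series holds 89 fecal samples, 40 from 6 sham mice and 49 from 7 CCI mice, in 14 groups of injury and timepoint. Timepoints were pre-injury, 1, 2 and 3 d, and 1, 2 and 4 wk after surgery. CCI, controlled cortical impact, is a contusion brain injury made by an electromagnetically driven impactor on the exposed cortex, and sham mice had the surgery without the impact. The authors deposited a table of samples, a table of reads counted per sequence variant, and a table of the taxonomy of the variants. The 91 columns of the count table carry animal numbers that were paired with no mouse of the sample list in the paper's text or the labels, so the read counts, the depth of each sample and the diversity and abundance values made from them were not analysed here. The values used here are body weight, fecal sample weight, cage, surgery day and extraction batch of each sample, and the names and sequences of the variants. DNA was extracted in 16 batches of 3 to 6 samples, of which 14 held samples of both groups and 2 held CCI samples only. Those 2 batches contained 10 CCI samples (20.4% of the CCI samples) from 5 mice. The chi-square of batch by injury group was 21.6 (permutation test with 100000 resamples, upper tail, p = 0.110). With the labels permuted only within the 2 surgery days, the p of this one-sided permutation test was 0.117. Leaving out CCI 6 gave a chi-square of 24.8 (one-sided permutation test, p = 0.0422). Fecal sample weight, listed without a unit and read here as mg, was between 18.5 and 167.35 mg in sham samples (median 39.4) and between 15.2 and 137.65 mg in CCI samples (median 48.2). Averaged over the timepoints of each mouse it was 44.3 mg ± 9.97 (SD, n = 6) in sham and 49.2 mg ± 13.9 (SD, n = 7) in CCI mice (difference 4.88 mg, two-sided exact permutation test over mice, p = 0.485). The alternative that moved this difference most, the median over timepoints in place of the mean, gave 9.44 mg (two-sided exact permutation test, p = 0.207). Without CCI 5 the difference was 1.40 mg (two-sided exact permutation test, p = 0.853), and with mice compared within their surgery day it was 1.81 mg (two-sided exact permutation test, p = 0.792).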

Fecal microbial DNA was analyzed using 16s rRNA gene sequencing. Alpha diversity, a measure of within-sample diversity, was assessed by using Shannon Diversity Index and Faith’s phylogenetic diversity (PD). Shannon Diversity Index assesses within-sample diversity while accounting for richness (the number of observed taxa present) and evenness (the distribution of each taxon). Faith’s PD accounts for richness and evenness, as well as for phylogenetic distance between bacteria. Shannon diversity (Fig. 4A) was not altered with collection timepoint (F(3.32, 41.50) = 0.87; *p* = 0.47), but was reduced in the CCI group (F(1,75) = 8.03; *p* < 0.01) independent of time (F(1,75) = 1.08; *p* = 0.38). Faith’s PD (Fig. 4B) was not altered with collection timepoint (F(3.24, 34.53) = 0.44; *p* = 0.74), injury condition (F(1,11) = 3.20; *p* = 0.10), or their interaction (F(6,64) = 1.37; *p* = 0.24). A difference in Shannon diversity without a change in Faith’s PD suggests reduced richness and evenness within closely related phyla.

**Figure 4:**
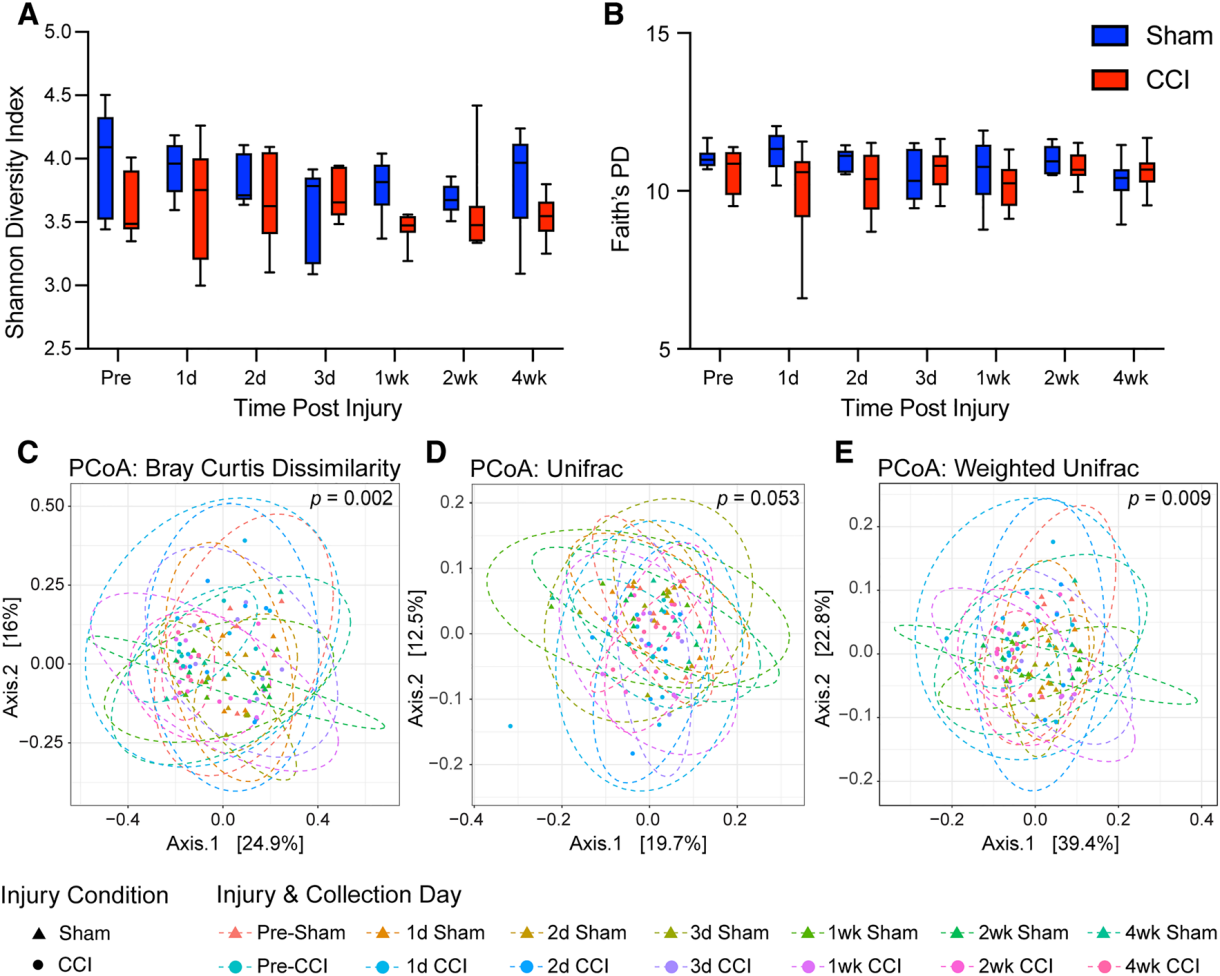
CCI results in decreased alpha diversity as measured by Shannon diversity index and altered beta diversity as measured by Bray–Curtis dissimilarity and weighted UniFrac distance. Alpha diversity: (**A**) the Shannon diversity index was significantly reduced in mice with CCI as compared to sham controls, but this injury effect did not depend on collection timepoint. (**B**) Faith’s phylogenetic diversity was not altered by injury or time point. Statistical comparison by mixed-effects analysis (whiskers represent minimum and maximum, box represents 25th–75th percentile, and line represents median value). Beta diversity: Principal coordinate analysis visualizations for (**C**) Bray–Curtis Dissimilarity (*p* = 0.002), (**D**) UniFrac distance (*p* = 0.053), and (**E**) weighted UniFrac distance (*p* = 0.009). Statistical comparison of Beta Diversity by PERMANOVA (n_sham_ = 6, n_CCI_ = 7).

#### Beta diversity

To continue to investigate community level changes in the microbiome, we analyzed beta diversity, a between-sample comparison method used to determine the extent that bacterial profiles differ from each other. Beta diversity was assessed by three common measures: Bray–Curtis dissimilarity, UniFrac distance and weighted UniFrac distance. Beta diversity metrics have been reviewed by IMPACTT-investigators^60^. CCI induced a change in beta diversity when comparing groups for Bray–Curtis dissimilarity (*p* < 0.01; Fig. 4C), a well-established ecological calculation that provides a quantitative metric of how dissimilar two groups are from one another^61^. Additionally, CCI altered weighted UniFrac distance (*p* < 0.01; Fig. 4E) and there was a trend present with UniFrac distance (*p* = 0.053; Fig. 4D). UniFrac distance, weighted or unweighted, is a newer method of calculating differences between communities created specifically for 16 s rRNA gene sequencing data in which differences between groups are determined by shared taxa while accounting for phylogenetic distance^62^. After correcting for multiple-testing, post-hoc pairwise PERMANOVA for both Bray–Curtis and UniFrac showed no significant differences between comparisons of interest (Sham versus CCI at matched timepoints, and timepoint to timepoint comparisons within an injury group). Post-hoc comparison matrices are presented for Bray–Curtis dissimilarity within Supplemental Table 2 and for weighted UniFrac within Supplemental Table 3.

#### Differential abundance analysis

We next sought to identify differences in bacterial taxa between the CCI and sham-injured animals. To visualize these results, the relative abundance of each taxa at phylum and family levels was represented as a function of timepoint within each injury group (Supplemental Fig. 5). Consistent with prior studies^63,64^, large changes between injury and sham groups were not observed. The primary visual impression is that the effect of CCI on the microbiome is subtle with a potential difference being the phylum *Verrucomicrobiota* between sham and CCI mice (Supplemental Fig. 5). Within the *Verrucomicrobiota* phylum, the family *Akkermansiaeceae* shows a similar trend (Supplemental Fig. 5).

To identify statistically significant differences in taxa between sham and CCI mice, we performed differential abundance analysis (ANCOM-BC) at phylum, class, order, and family taxonomic levels. The primary taxa altered after CCI was the phylum *Verrucomicrobiota*, which showed an early increase in CCI mice which was statistically significant at 1, 2, and 3 d post-injury when compared to time-matched sham animals (Fig. 5A). This increase was also statistically significant at the class level at these same time points (*Verrucomicrobiae;* data not shown) and at the order level at 2 and 3 d post-injury (*Verrucomicrobiales*; Fig. 5B).

**Figure 5:**
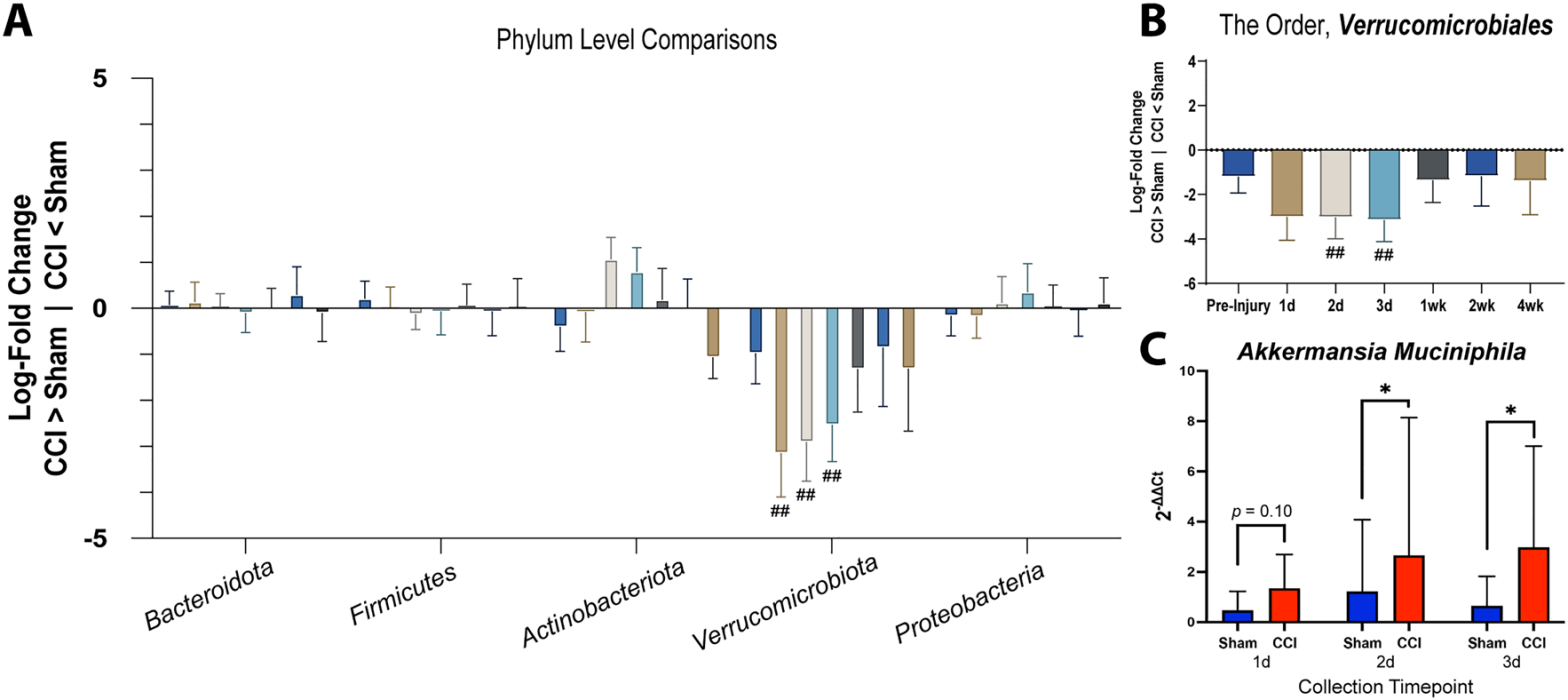
Early increase in abundance of taxa Verrucomicrobiota following CCI. (**A**) The phylum *Verrucomicrobiota* is differentially abundant in CCI animals compared to time-matched sham animals at 1, 2, and 3 d post-injury using ANCOM-BC. A log-fold change value (y-axis) of 0 indicates equivalent taxa abundance while above 0 indicates increased abundance in sham mice, and a log-fold change value below 0 indicates that a taxa is more abundant in CCI animals. (**B**) This taxa is differentially abundant down to an order level (*Verrucomicrobiales*) in CCI animals compared to time-matched sham animals at 2 and 3 d post-injury. Data are represented as log-fold change and standard error (## q < 0.01). (**C**) The *Verrucomicrobiota* species *Akkermansia muciniphila* is increased at 2 and 3 d post-injury as determined by qPCR. Data are represented as mean and standard deviation (*p < 0.05; n_sham_ = 6, n_CCI_ = 7).

The *Verrucomicrobiota* species typically residing in the mammalian GI tract is *Akkermansia muciniphila*. Because 16s sequencing does not provide sufficient resolution for consistent identification at the species level, we performed qPCR to directly assess whether *A. muciniphila* changed with CCI. We found that *A. muciniphila* was increased within the microbiome of injured mice at 2 d (*t*(8.47) = 1.92, p = 0.04, 95% CI [-0.18, 2.06]) and 3 d (*t*(8.12) = 1.90, *p* = 0.046, 95% CI [-0.23, 2.46]), with a trend at 1 d (t(10.86) = 1.38, *p* = 0.10, 95% CI [-0.31, 1.35]; Fig. 5C). These findings confirm that the increase in *Verrucomicrobiota* with CCI is due to an increase in *A. muciniphila*.

### Intestinal goblet cell quantification

Given that *A. muciniphila* lives within the mucus layer and is increased after CCI, we investigated the effect of CCI on ileal and colonic goblet cells. Mucus produced by goblet cells primarily acts as a lubricant while forming a selective barrier that limits epithelial interaction with luminal contents and bacteria^65^. Goblet cells also produce anti-microbial peptides that shape the microbiome^66–68^. Mucus contained within goblet cells was labeled using the muciniphilic dye, Alcian Blue.

CCI did not alter the number of goblet cells within the ileum (main effect: F(1,66) = 0.10; *p* = 0.76; Fig. 6A–C). Goblet cell number varied as a function of time post-injury (F(6,66) = 4.92; *p* < 0.001), but this effect did not depend on injury status (F(6,66) = 1.05; *p* = 0.40). Goblet cell density was assessed in the medial (Fig. 6D–F) and distal (Fig. 6G–I) regions of the colon. Within the medial colon a significant interaction between injury condition and time post-injury was observed (F(6,66) = 2.65; *p* = 0.02) with a significant main effect of timepoint (F(6,66) = 8.94; *p* < 0.0001), but no main effect of injury (F(1,66) = 0.01; *p* = 0.92). Post-hoc comparisons revealed a significant increase in goblet cell density at 1 d in CCI mice compared to sham mice (Fig. 6F; *p* = 0.03). Within the distal colon, goblet cell density was not altered by injury condition (F(1,66) = 0.82; *p* = 0.38), but varied across timepoints (F(6,66) = 12.93; *p* < 0.0001) without a significant interaction (Fig. 6I; F(6,66) = 1.67; *p* = 0.14).

**Figure 6:**
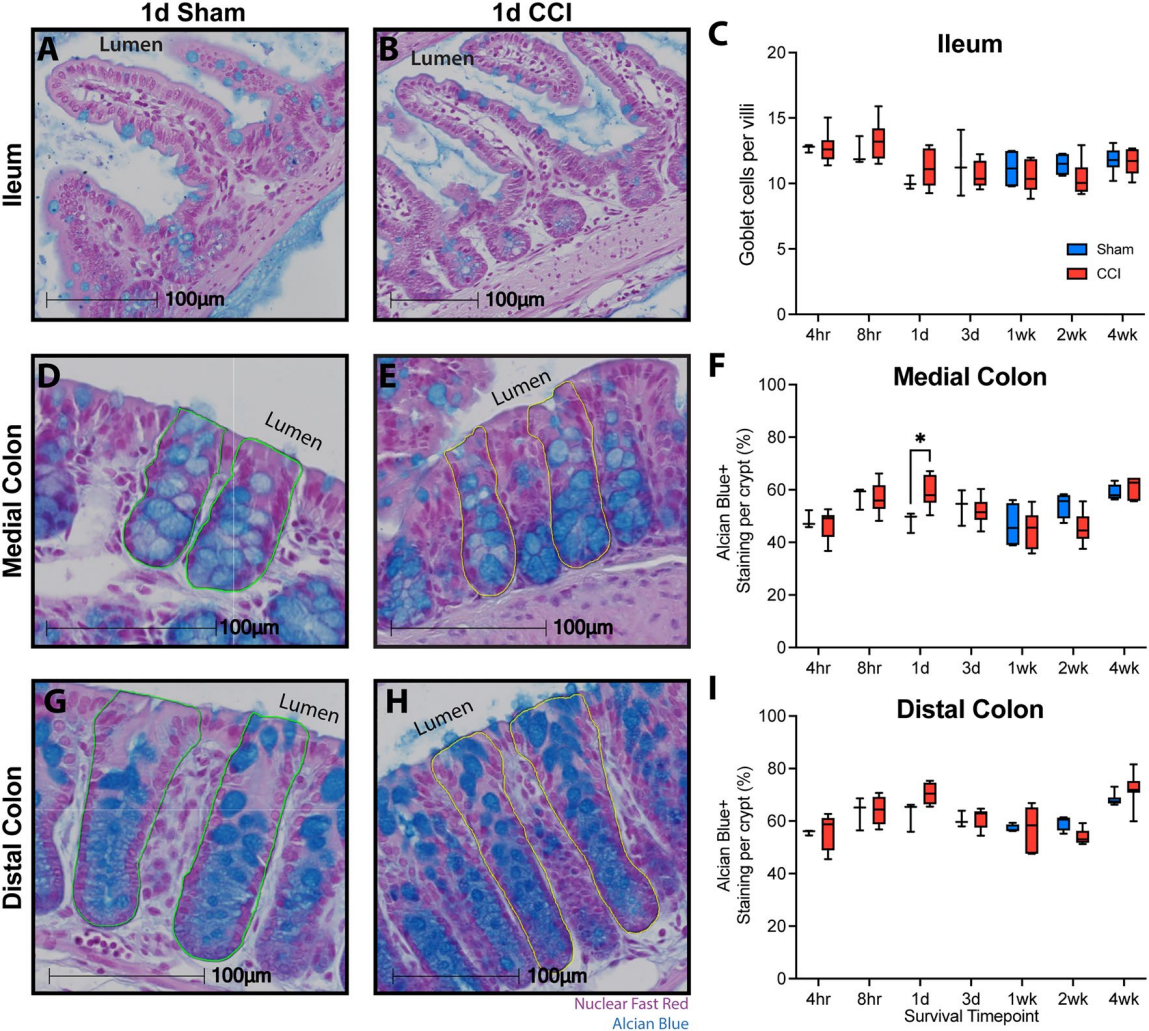
Goblet cells are altered in the medial colon but not in the ileum or distal colon. Intestinal tissue was stained with Alcian Blue to label mucins within goblet cells and counterstained with nuclear fast red. Representative images of the distal third of the small intestine, the ileum, from (**A**) 1 d sham and (**B**) 1 d CCI mice. (**C**) Counts of goblet cells per villi were equivalent for sham and CCI groups but varied across timepoints. Representative images of colon tissue from both the (**D, E**) medial and (**G, H**) distal colon of 1 d sham and 1 d CCI mice, respectively. (**F**) CCI increased goblet cell density in the medial colon at 1 d, (**G**) but no effect of injury was observed in the distal colon. A main effect of time post-injury was present in both regions of the colon. Whiskers represent minimum and maximum, box represents 25th–75th percentile, and line represents median value (*p < 0.05; n_sham_ = 3–6/timepoint; n_CCI_ = 6–10/timepoint).

### Colon hypoxia

To further investigate the means by which *A. muciniphila* may be increasing after CCI we assessed colon hypoxia using pimonidazole-HCl in sham (Fig. 7A) and CCI mice (Fig. 7B). Because *A. muciniphila* is an obligate anaerobe and lives in relatively close association with the host epithelium, its abundance has been shown to increase under hypoxic conditions. For example, Alam et al.^69^ showed that wound-induced hypoxia results in a preferential increase of *A. muciniphila* at the site of hypoxia. These microbes then in turn promote epithelial contributions to wound healing^69^.

**Figure 7:**
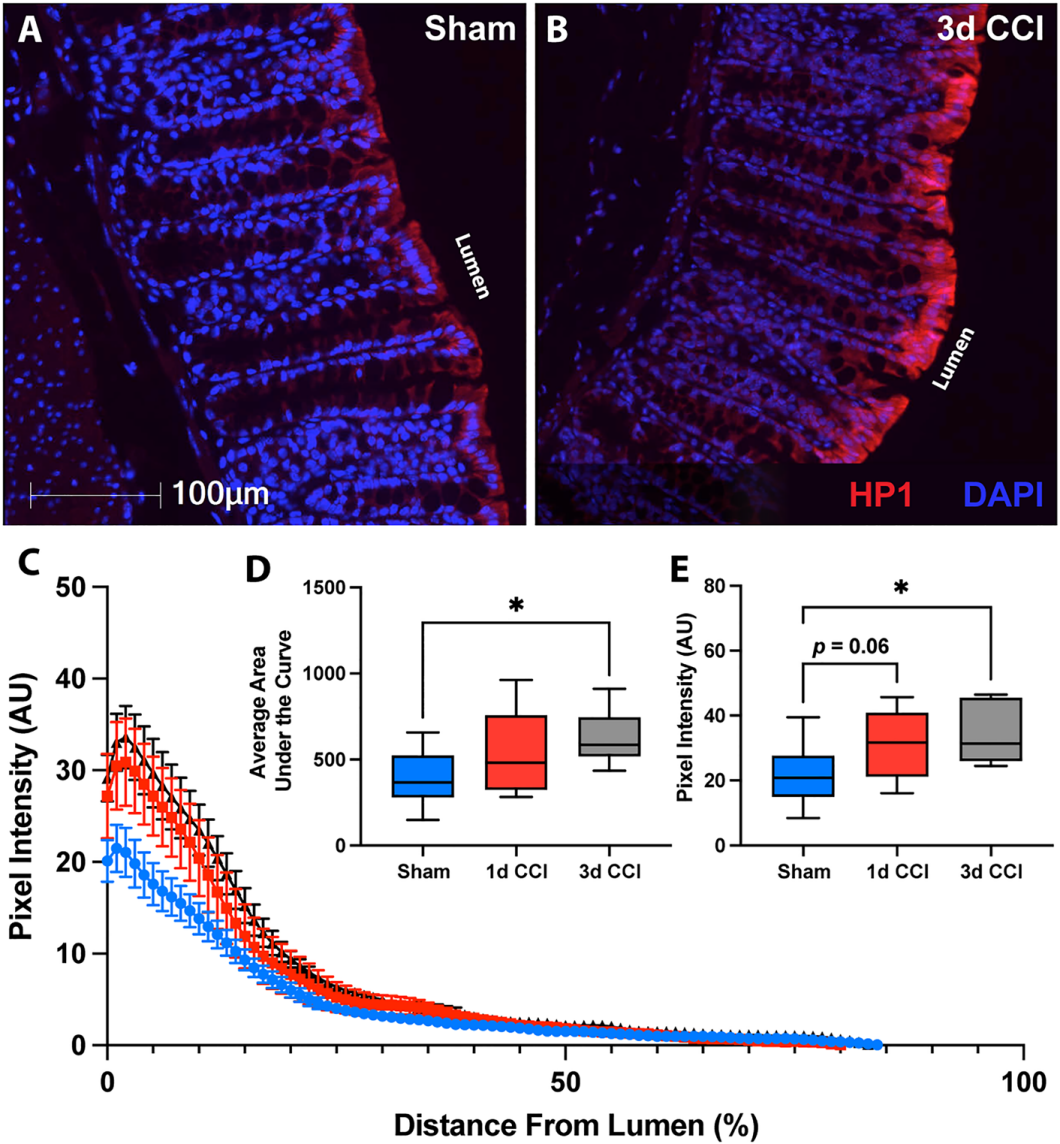
CCI induces colon hypoxia at 3 d post-injury. Representative images of hypoxyprobe-1 staining (HP1, red) in the colon of (**A**) sham and (**B**) 3 d post-CCI mice. (**C**) Traces of hypoxia intensity as a function of distance from the lumen, averaged from three crypts within three randomly selected fields of view from sham (blue), 1 d CCI (red), and 3 d CCI (black). (**D**) Area under the hypoxia intensity curve is increased at 3 d post-CCI compared to sham mice. (**E**) Peak hypoxia is also increased at 3 d post-CCI. Whiskers represent minimum and maximum, box represents 25th–75th percentile, and line represents median value (*p < 0.05; n_sham_ = 11, n_CCI_ = 6–7/timepoint).

Under healthy circumstances, the colon exists in a state of physiologic hypoxia. As cells migrate out of the crypt stem-cell niche toward the lumen they shift toward oxidative phosphorylation which leads to decreased partial pressure of oxygen. As such, luminal facing epithelial cells exist in a state of hypoxia^39^. Importantly, epithelial injury in conditions such as colitis leads to reduced mitochondrial oxygen utilization and diminished intestinal epithelial hypoxia^70^. Disturbances in oxygen distribution can alter the degree of hypoxia as well as its penetration within the crypt. Immunolabeling for pimonidazole-HCl protein adducts formed under hypoxic conditions allows for visualization and quantification of the hypoxic gradient within the colon via analysis of staining intensity as a function of distance along the luminal-basal axis (Fig. 7C). Following CCI, hypoxia appeared more intense with deeper penetration into crypt structures. Indeed, both the area under the curve (F(2,21) = 3.64; *p* = 0.04) and peak intensity (F(2,21) = 4.1; *p* = 0.03) of hypoxyprobe-1 labeling revealed progressive increases over the first days after CCI. Area under the curve showed a significant increase at 3 d (*p* = 0.03; Fig. 7D) while peak hypoxic intensity showed a trend toward an increase at 1 d (*p* = 0.06) and was significantly elevated at 3 d post-injury (*p* = 0.03; Fig. 7E). Colon hypoxia was not notably altered at the 4 h timepoint that corresponds with increased intestinal permeability (Supplemental Fig. 6).

## Discussion

In this study, we assessed effects of a moderate severity contusive brain injury on GI tract barrier function and morphology, the fecal microbiome and colon hypoxia. Using a noninvasive FITC dextran permeability assay, intestinal permeability was found to increase at 4 h after CCI injury, returning fully to the level of sham controls by 1 d. To determine if this early change in permeability contributed to tissue damage along the GI tract, we evaluated small and large intestinal morphology. CCI did not alter ileal crypt-villi distance or colon crypt-depth at the time of the permeability increase or at subsequent timepoints spanning a month after the injury. Fecal microbiome analyses revealed a reduction in Shannon diversity in the CCI group and alterations in beta diversity between groups. Differential abundance analysis identified increases in the phylum Verrucomicrobiota at 1, 2, and 3 d post-injury. The *Verrucomicrobiota* species, *A. muciniphila*, was confirmed by qPCR to increase over the same time. To assess physiological factors known to either coincide with or propagate growth of this obligate anaerobe, mucus-producing goblet cells and colonic hypoxia were evaluated. CCI led to increased goblet cell density in the medial colon at 1 d post-injury but did not affect goblet cells within the ileum or distal colon. In addition, CCI promoted an early increase in colon hypoxia that was statistically significant by 3 d post-injury.

Several previous studies support that TBI increases permeability of the GI tract. Clinically, increased permeability of the small intestine can be detected by an increased lactulose: mannitol ratio in the urine after oral administration of these two non-metabolized sugars^71^. This approach has also been used to infer TBI-related increases in gut permeability in rats from 3 h to 1 wk after injury^29,58^. Its interpretation may not be straightforward, as an elevated lactulose: mannitol ratio can result from either increased paracellular transport of lactulose (i.e. increased permeability) or a decrease in mannitol due to loss of absorptive area in the gut consequent to damage to ileal villi structures^29^. Increased paracellular permeability after brain injury is believed to be due to loss or dysfunction of tight junction proteins that regulate paracellular flux. Reductions in several tight junction proteins have been demonstrated following rodent experimental TBI in the ileum at 3–12 h^5,57^ and 3 d^72^, in the cecum at 3 d^73^, and in the proximal colon at 2 wk post-injury^74^.

Here, we found only a transient increase in GI permeability at 4 h using a noninvasive intestinal permeability assay to measure paracellular movement of FITC dextran from the intestinal lumen into the bloodstream. The brief nature of the alteration in permeability in our study as compared to more sustained dysfunction reported in other studies may be due, in part, to differences in injury severity, injury model, or permeability assay. Notably, prior studies that identified increased FITC dextran permeability up to 12 h after weight drop injury in mice^5,13,56^ or rats^57^ used an invasive approach in which the intestinal tract is removed from the abdominal cavity, ligated and injected with FITC dextran before being returned to the body cavity. These manipulations may have contributed to a more protracted permeability disruption.

Changes in intestinal barrier function often correspond with changes to the specialized crypt-villi and crypt structures that line the small and large intestine, respectively. Contusion TBI in rodents has been reported to induce structural damage in the ileum. However, many prior studies have focused on a single region of the GI tract and a single timepoint after injury, utilizing qualitative or semi-quantitative assessments. Here, we performed a quantitative histological examination of ileal crypt-villi distance and colon crypt depth over an extended time course. We found that CCI did not induce changes to the crypt-villus length in the small intestine or crypt depth in the colon at any timepoint. These data contrast findings of epithelial lifting^29,57^ and either villus lengthening^12^ or shortening^13^ within the first several hours, and decreases in villus length and crypt depth over the period from 1 to 7 d post-injury^29,58,72^. A potential caveat to several of these studies is that postmortem histological examinations were performed on segments of the ileum that had previously been externalized from the mouse or rat, ligated and injected with FITC dextran to assay GI permeability^5,13,56,57^. Thus, tissue ischemia, hypoxia or inflammation resulting from this procedure may have exaggerated effects of the TBI. As the majority of studies noting GI tissue pathology employed injury parameters described as creating a severe TBI^12,29,57,72^, overt GI histological damage may be a consequence of severe, rather than moderate, experimental TBI. For example, images of brain histology provided in Ma, Y. et al.^72^ demonstrate loss of not only of cortex but also the underlying hippocampus, while the moderate CCI employed here results in a contusion localized to the cortex, leaving the hippocampus grossly intact (see Fig. 1). Few studies have examined histopathology within the colon after TBI. Following severe CCI, edema was reported in some rats at 6 h^12^, but no damage was detected at 3 d^73^. While Ma, E. et al.^6^ found no histological damage in the colon at 1 d consistent with our findings, they noted increased crypt depth and smooth muscle layer thickness at 28 d, suggestive of delayed or progressive damage. Our data argue that moderate CCI is not associated with overt histological damage to the small or large intestine over the first 4 wk after injury. It is possible, however, that small, localized regions of shortening/lengthening were not appreciated due to the large number of crypt-villi and crypt structures we assessed along the longitudinal axis of the Swiss-rolled tissue preparations.

Mice with CCI had reduced gut microbiome alpha diversity compared with sham controls, as measured by Shannon Diversity. This effect was not dependent upon timepoint after injury but is consistent with observations of reduced alpha diversity in previous studies^73,75^. Microbiome composition differed among experimental groups with respect to beta diversity, with most notable differences in the 4 wk post-injury group, in line with late changes in beta diversity reported in other studies of CCI^75^.

Changes in the compositional abundance of the gut microbiome after TBI are complex and vary across studies, as recently reviewed by Hanscom, Loane and Shea-Donohue^20^. Here, moderate CCI resulted in relatively limited alterations in the microbiome, with significant increases in taxa within the phylum *Verrucomicrobiota* at 1, 2 and 3 d. The lack of widespread changes may be due in part to stringent efforts to minimize variation in pre-injury microbiome composition. We first cleared the microbiome with PEG before inoculating mice with a common microbiome collected from the cecal contents of age- and sex-matched mice and then used a mixed bedding approach to maintain similar microbiomes prior to injury. As mentioned above, the use of moderate, rather than severe, injury may also have resulted in more limited changes to the microbiome than previously reported. Increases in the phylum *Verrucomicrobiota* have been observed in mice^75,76^, rats^64,72^ and humans^77^ after brain injury, affirming the robustness of this observation across species and injury model.

Although the major gut microbe within this phylum is *A. muciniphila*, our study is the first to our knowledge to utilize qPCR to confirm that the *Verrucomicrobiota* species increased after TBI is *A. muciniphila*. This species is a gram-negative bacteria that is most prevalent in the colon where it resides in the intestinal mucus layer^78^. *A. muciniphila* is critical to maintaining normal gut health^79^, with alterations in abundance influencing intestinal epithelial growth, differentiation^80^, integrity^81^, and wound healing^69^. An early increase in *A. muciniphila* may be part of a compensatory response to systemic damage initiated by TBI. Recently, *A. muciniphila* levels were shown to be reduced at 1 wk and 4 wk in mice receiving CCI of a similar severity to the present study^82^, suggesting that trauma-induced changes in *A. muciniphila* may be biphasic.

*A. muciniphila* feeds off of the intestinal mucus layer and, by doing so, signals to the host to increase and maintain mucus production^83^ while also influencing intestinal stem cell differentiation and subsequent outgrowth^80^. Based on the important role that *A. muciniphila* plays in maintaining the intestinal mucus layer, we investigated changes to the mucus-producing goblet cells. Numbers of goblet cells in the ileum were unchanged with moderate CCI. However, goblet cell density increased within the medial colon at 1 d post-injury, with no change in the distal colon. Transverse folds of the medial colon may provide a more stable mucosal niche for bacteria than in the distal region of the colon^84^. An increase in density could reflect increases in goblet cell number or size. The goblet cell response to inflammation is complicated in that, under most inflammatory conditions, goblet cell differentiation factors generally increase, leading to greater numbers of goblet cells^85^. Some inflammatory conditions such as ulcerative colitis, however, are associated with a reduction in the number and size of goblet cells^86,87^. Only one other study has assessed goblet cells after brain injury, finding no difference in the cecum at 3 d after a mild closed head injury^88^. As the mucus layer plays a key role in barrier function and mediates numerous host-microbe interactions, future studies should consider assessing changes to the mucus layer thickness and composition after TBI.

Both bacterial products and epithelial metabolism can alter oxygen availability within the intestinal lumen^39,89^. Our findings show that CCI leads to a progressive increase in colon hypoxia over 3 d following injury. Together with the increase in goblet cell density at 1 d, we hypothesize that posttraumatic hypoxia leads to conditions within the colon that promote *A. muciniphila* proliferation. As an obligate anaerobe, *A. muciniphila* thrives in hypoxic conditions present in the healthy colonic GI tract. Due to the relatively close association of *A. muciniphila* with the epithelium, hypoxic conditions within the epithelium and lumen can promote the growth of this obligate anaerobe^69^.

Colon hypoxia following TBI may provide mechanistic insight as to how microbe-epithelial interactions are altered after TBI. Under homeostatic conditions within the colon, the microbiota promote anaerobic luminal conditions that support *Firmicutes* and suppress host inflammation^90^. Some anaerobic bacteria, such as *A. muciniphila*, produce butyrate, a short chain fatty acid that is a major fuel source for the host epithelium^91–93^. Processing of butyrate through mitochondrial β-oxidation to produce ATP is an oxygen-intensive process that results in the physiologic hypoxic gradient^89^. Increased colon hypoxia after TBI may reflect elevated oxidative phosphorylation in epithelial mitochondria. *A. muciniphila* produces both acetate and butyrate in vitro when grown in both human and porcine mucins^91^, so it is possible that elevated *A. muciniphila* generates a localized increase in butyrate that stimulates further mitochondrial β-oxidation. Therefore, increased goblet cell density in the proximal colon may support greater butyrate generation and potentiate mitochondrial mediated hypoxia. In models of colitis, supplementation with butyrate attenuates colon inflammation and histological damage^94^. Additional experiments are needed to address butyrate levels and the role of epithelial mitochondrial oxidative phosphorylation in TBI. Cecal butyrate concentration did not change following severe CCI^75^, but severe injury may preclude the endogenous compensatory response observed in this study of moderate CCI. However, we did not observe significant changes in *Clostridia*, the class most commonly associated with butyrate production^92^, suggesting other circulating factors such as cortisol may stimulate epithelial oxygen utilization^95^. The cellular and molecular responses triggered by an early increase in GI permeability that initiate the potentially reparative increases in A. muciniphila, goblet cell density and colon hypoxia are yet to be elucidated.

From a potential treatment perspective, others have shown beneficial effects of direct administration of *A. muciniphila* as a means of treatment for neurological conditions in rodent models of depression^96^, Alzheimer’s disease^97^, and amyotrophic lateral sclerosis^98^. Additionally, dietary supplementation of the fermentable fiber inulin increases *A. muciniphila* and was found to increase thalamic and hippocampal blood flow after closed head TBI^76^, suggesting that inulin and perhaps *A. muciniphila* are beneficial after TBI. More broadly, fecal *A. muciniphila* levels have been proposed as a marker for discriminating between healthy controls and patients with both intestinal and extra-intestinal conditions^99^.

We acknowledge that this study has several limitations. Regarding experimental design, only male mice were utilized in these studies. Very few TBI studies assessing changes to the GI tract or microbiome have included female mice^100,101^ which may limit translatability of findings. Additionally, not all experimental procedures were carried out in all mice which limits the ability to directly correlate outcomes. Further, only mice from the 4 wk timepoint underwent microbiome normalization and injury condition-specific group housing. Although we saw no morphological damage at any time point, it is possible that these conditions affected histological parameters at 4 wk as compared to those measured at earlier time points in mice with a naturally occurring microbiome. Despite our efforts to standardize the microbiota, there were still minor differences detected at baseline by differential abundance analysis. Differences in microbiota prior to injury could alter the intestinal response to brain injury. It is possible that overnight fasting prior to gavage with FITC dextran may have had a more pronounced effect upon intestinal permeability than daytime fasting. Future studies could standardize fasting relative to the light/dark cycle for assessment of intestinal permeability.

## Conclusions

Overall, our findings add to the field’s understanding of the complexity of the GI tract’s response to TBI. Our current working hypothesis is visually summarized in Fig. 8. Our primary findings are that TBI induces an early, transient increase in intestinal permeability and a bloom of *A. muciniphila* that corresponds temporally with increased medial colon goblet cell density and increased colon hypoxia in the absence of altered GI tract morphology. Since this bacterium has been associated with improved barrier integrity and general gut health, the increase in *A. muciniphila* with TBI may reflect a beneficial compensatory alteration in the gut microbiome sufficient to limit histological damage to the GI tract after moderate TBI. Because of the unique role of *A. muciniphila*, potential interventions that prolong or promote the growth of this bacteria warrant further investigation as novel therapeutics after TBI.

**Figure 8:**
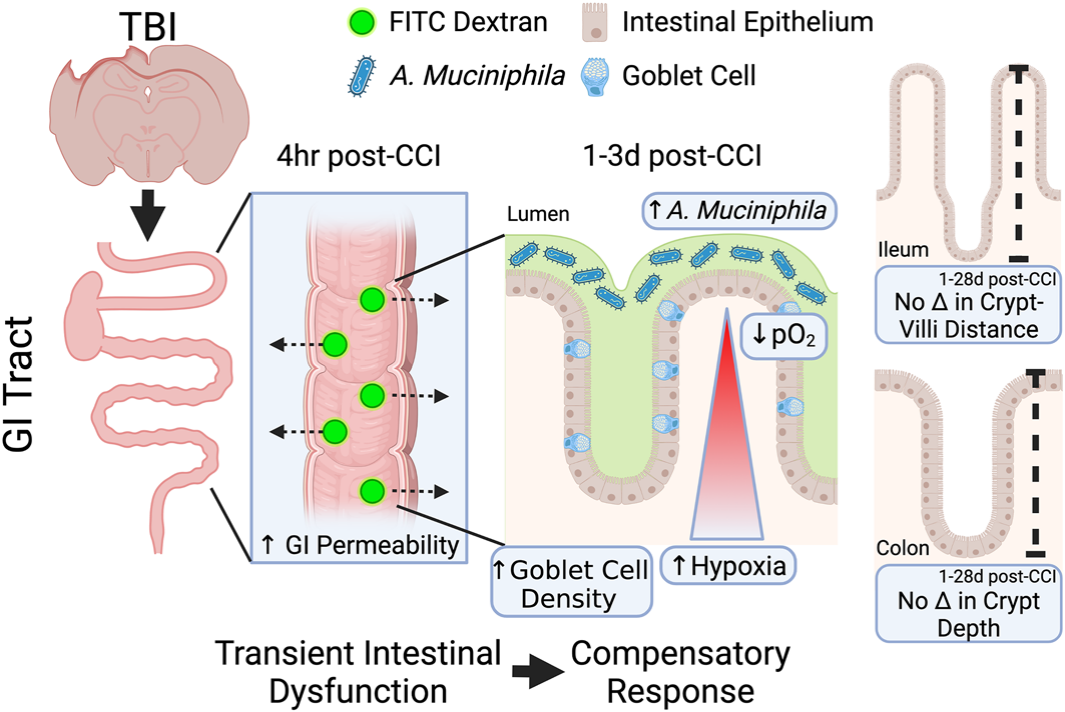
Graphical summary of findings. We hypothesize that TBI leads to a transient disruption of the intestinal barrier that initiates a colonic response characterized by increased goblet cell density and hypoxia, facilitating an increase in *A. muciniphila* as a beneficial compensatory response to limit damage to the GI tract. Figure created with BioRender.com.

### Supplementary Information

Supplementary Information.

## Data Availability

Reporting on methodology, analysis and results are in accordance with ARRIVE guidelines^102^. 16s rRNA gene sequencing data generated and/or analyzed during the current study are available in the Gene Expression Omnibus repository under accession number GSE239472 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239472). All other datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

ANCOM-BC: Analysis of Compositions of Microbiomes with Bias Correction
ANOVA: Analysis of variance
ASV: Amplicon Sequence Variants
CCI: Controlled Cortical Impact
d: Day(s)
DADA2: Divisive Amplicon Denoising Algorithm
ddH_2_O: Double distilled water
DNA: Deoxyribonucleic acid
FDR: False discovery rate
FITC: Fluorescein isothiocyanate
GI: Gastrointestinal
HCl: Hydrochloride
HP1: Hypoxyprobe-1 (brand name for pimonidazole-HCl)
hr: Hour(s)
i.p.: Intraperitoneal
kDa: Kilodalton
mAb: Monoclonal antibody
min: Minute(s)
NCBI: National Center for Biotechnology Information
NHS: Normal horse serum
pAb: Polyclonal antibody
PBS: Phosphate-buffered saline
PEG: Polyethylene glycol
qPCR: Quantitative polymerase chain reaction
rmANOVA: Repeated measures ANOVA
rRNA: Ribosomal ribonucleic acid
TBI: Traumatic brain injury
TBS: Tris-buffered saline
TBS-T: 0.1% Triton X-100 in 1 × TBS
wk(s): Week(s)

# Supplementary material for: Acute gastrointestinal permeability after traumatic brain injury in mice precedes a bloom in Akkermansia muciniphila supported by intestinal hypoxia
**Source:** Sci Rep. 2024 Feb 5;14:2990. doi: 10.1038/s41598-024-53430-4
**Supplement:** Supplementary file 1 — Supplementary Information.

# ­­Supplemental Information

# Acute gastrointestinal permeability after traumatic brain injury in mice precedes a bloom in Akkermansia muciniphila supported by intestinal hypoxia

Anthony J. DeSana^1,2^, Steven Estus^1,5^, Terrence A. Barrett^3,4^, and Kathryn E. Saatman^1,2*^

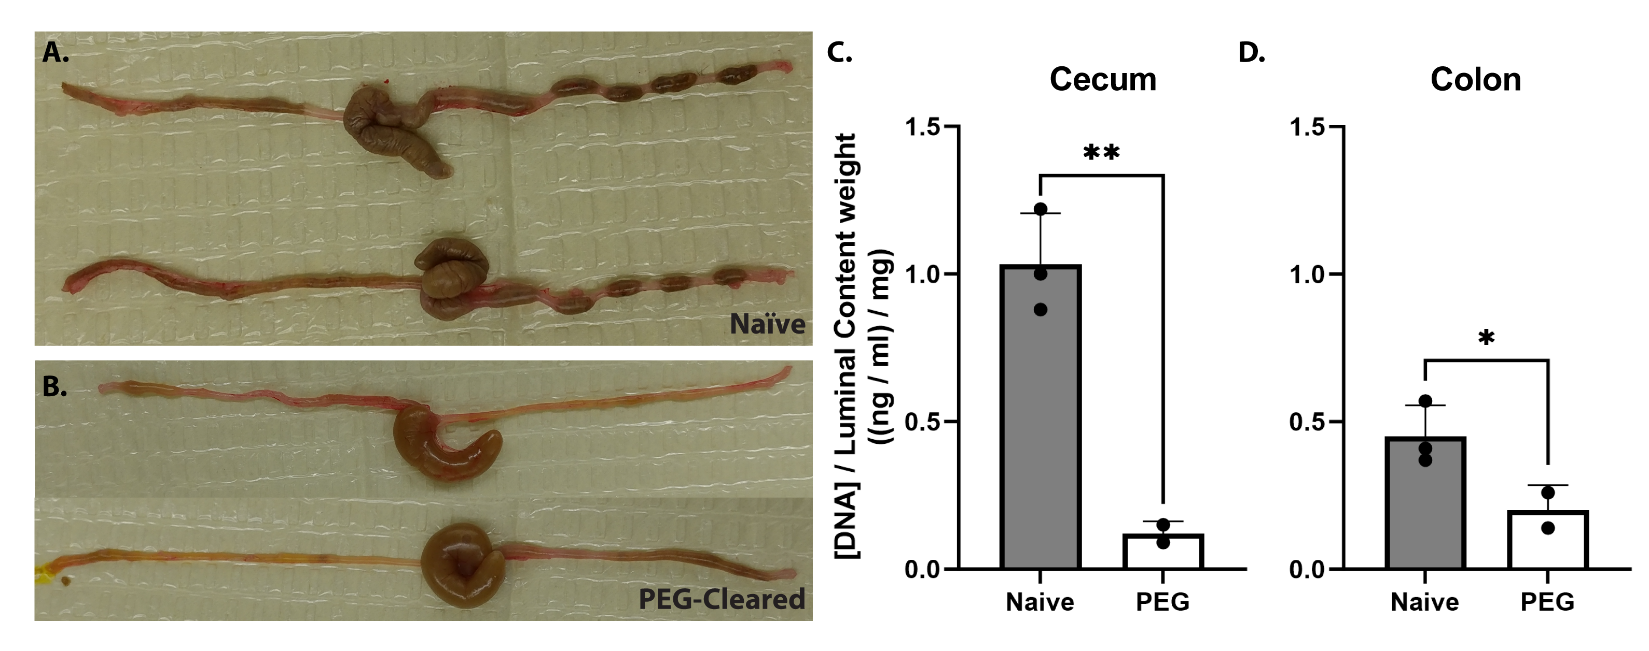

Supplemental Figure 1: Whole bowel irrigation with PEG effectively reduces the concentration of DNA in the luminal contents of the large bowel

Image of the terminal segment of the small intestine, cecum, and colon excised from **(A)** a naïve animal and **(B)** a mouse that underwent whole bowel irrigation via oral gavage of polyethylene glycol. The concentration of DNA within the luminal contents is significantly reduced in the **(C)** cecum and **(D)** colon. Data represent individual mice as well as mean and standard deviation (one-tailed T-test; **p <* 0.05, ***p* < 0.01; n_naive_ = 3, n_PEG_ = 2).

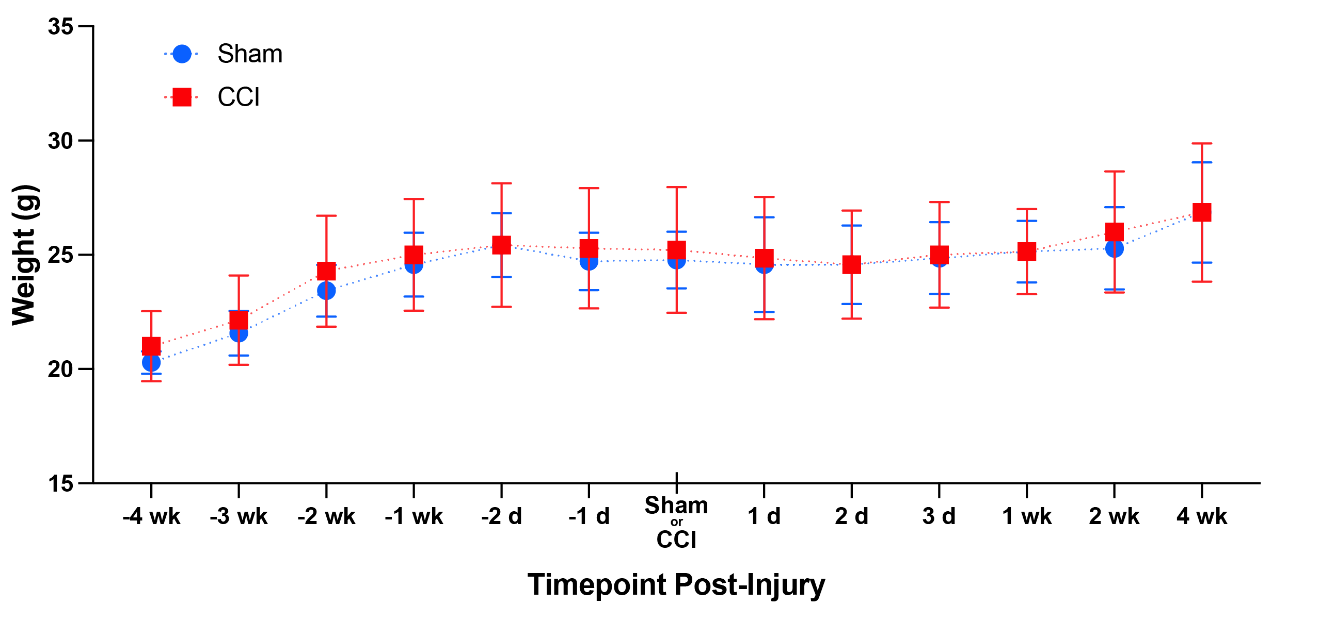

Supplemental Figure 2: Body weight did not differ between injury groups prior to or after injury

Mice were weighed at each inoculation prior to injury, at 1 and 2 d prior to injury, on the day of sham/ CCI surgery, and then again with each fecal collection out to 4 wk post-injury. 

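The weights in the deposited sample table cover the 7 fecal collections and the day of surgery, and not the weighings at inoculation. Averaged over the fecal collections of each mouse, body weight was 25.5 g ± 1.69 (SD, n = 6) in sham and 25.4 g ± 2.45 (SD, n = 7) in CCI mice, and CCI minus sham was -0.0585 g (two-sided exact permutation test over all splits of the mice, p = 0.966). Shifts from -2.67 to 2.51 g were not rejected at the 0.05 level. On the day of surgery the weights were 25.0 g ± 1.26 (SD, n = 6) and 25.3 g ± 2.63 (SD, n = 7), with a difference of 0.286 g in the other direction (two-sided exact permutation test, p = 0.909). Within the first surgery day CCI minus sham was -2.09 g (4 sham and 3 CCI mice, two-sided exact permutation test, p = 0.171), and within the second it was 1.71 g (2 sham and 4 CCI mice, two-sided exact permutation test, p = 0.4), so the sign differed between surgery days. The mice of the second day have only 15 splits, each a share of 0.0667, so the test within that day could not pass 0.05. For the interaction, the SD over timepoints of the difference in weight change between the groups was 0.362 g (exact permutation test over mice, upper tail only and thus one-sided, p = 0.517). Over the 5 timepoints at which all mice had a sample it was 0.130 g (one-sided exact permutation test, p = 0.974), and without Sham 6 it was 0.229 g (one-sided exact permutation test, p = 0.953). From its test of injury and time, which also takes in the weighings before surgery, the paper states that the weight changes of the groups were equivalent.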

There was no significant effect of injury condition (F(1, 12) = 0.13; *p* = 0.73), and a main effect of time was observed (F(3.84, 46.12) = 74.40; *p* < 0.0001) without an interaction (rmANOVA; F(12, 144) = 0.70; *p* = 0.75). Data represent mean and standard deviation (n_sham_ = 6, n_CCI_ = 7).

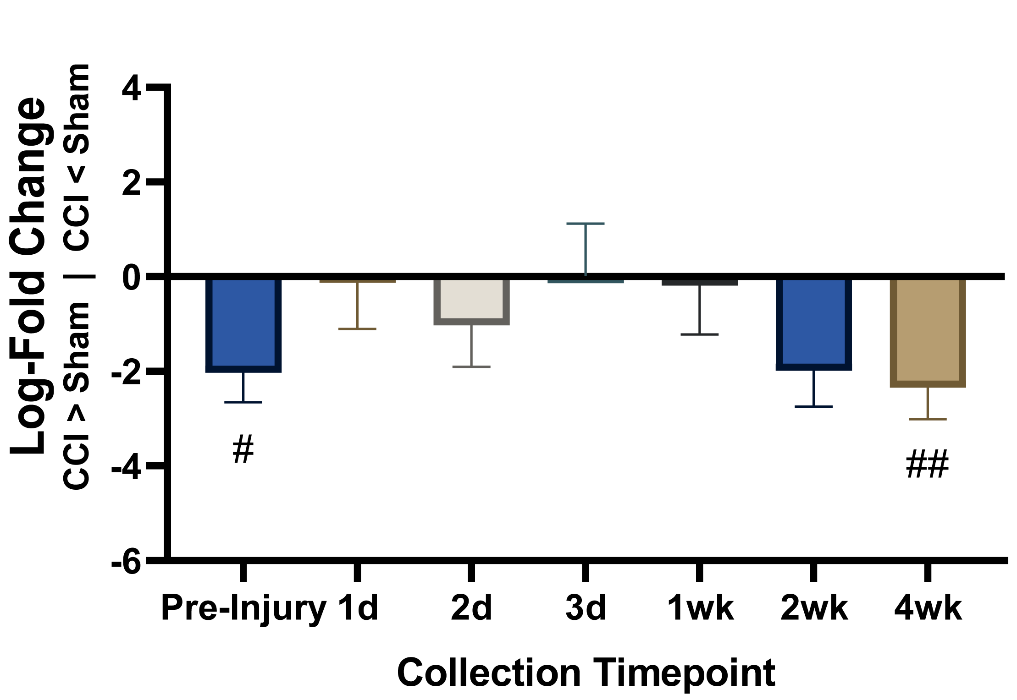

Supplemental Figure 3: The order *Erysipelotrichales*

Prior to injury the order *Erysipelotrichales* was differentially abundant in mice that would receive a CCI, and this difference returned at 4 wk post-injury. 

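The order Erysipelotrichales was held by 14 of the sequence variants with assigned taxonomy. Of these, 12 were in the family Erysipelotrichaceae and 2 in the family Erysipelatoclostridiaceae. A genus was named for 10 of the 14 variants. These were Turicibacter with 5 variants, Dubosiella with 3, Merdibacter with 1 and Erysipelatoclostridium with 1. ANCOM-BC compares the summed reads of all variants of an order between groups, after a correction for the unequal share of the community that was sampled in each fecal sample. The abundance of these variants was not analysed here.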

Data are represented as log-fold change and standard error (ANCOM-BC; # *q* < 0.05, ## *q* < 0.01; n_sham_ = 6, n_CCI_ = 7).

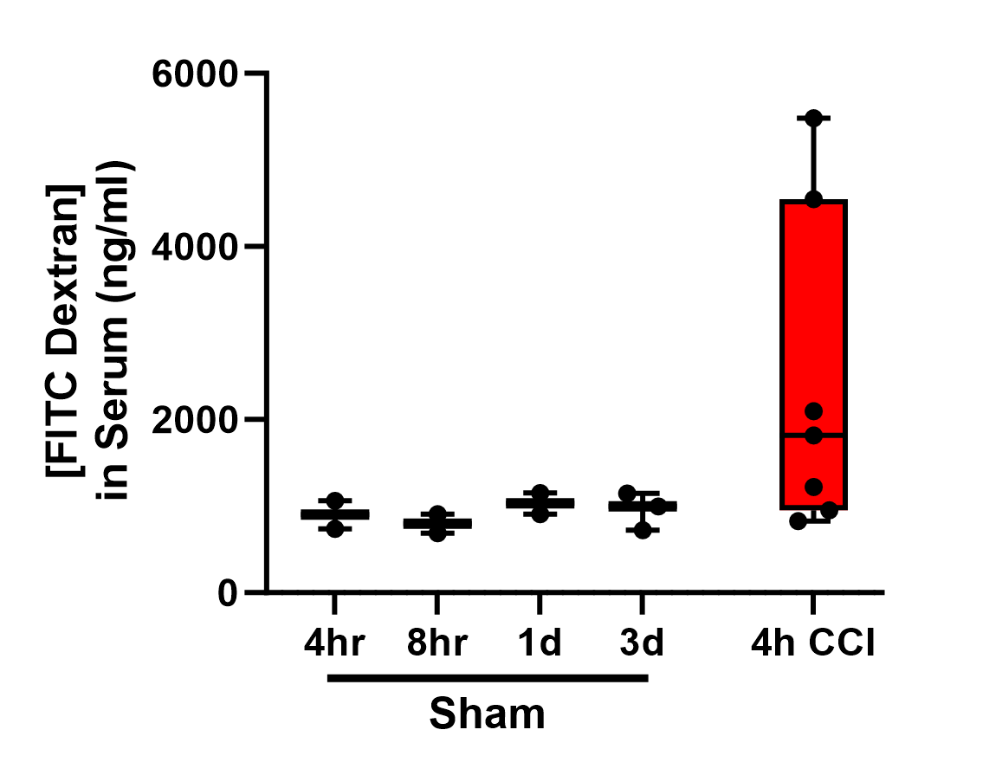

Supplemental Figure 4: Permeability responses for individual sham groups in reference to the 4 h CCI group

There was minimal variability in intestinal permeability across sham groups regardless of timepoint. Sham animals were intended to be binned as part of the experimental design. As such, this figure is for visualization of group variability and no statistics were performed. Sham data represent individual mice as well as mean and standard deviation (Shams: n_4h_ = 2, n_8h_ = 2, n_1d_ = 2, n_3d_ = 3; CCI_4h_ = 7).

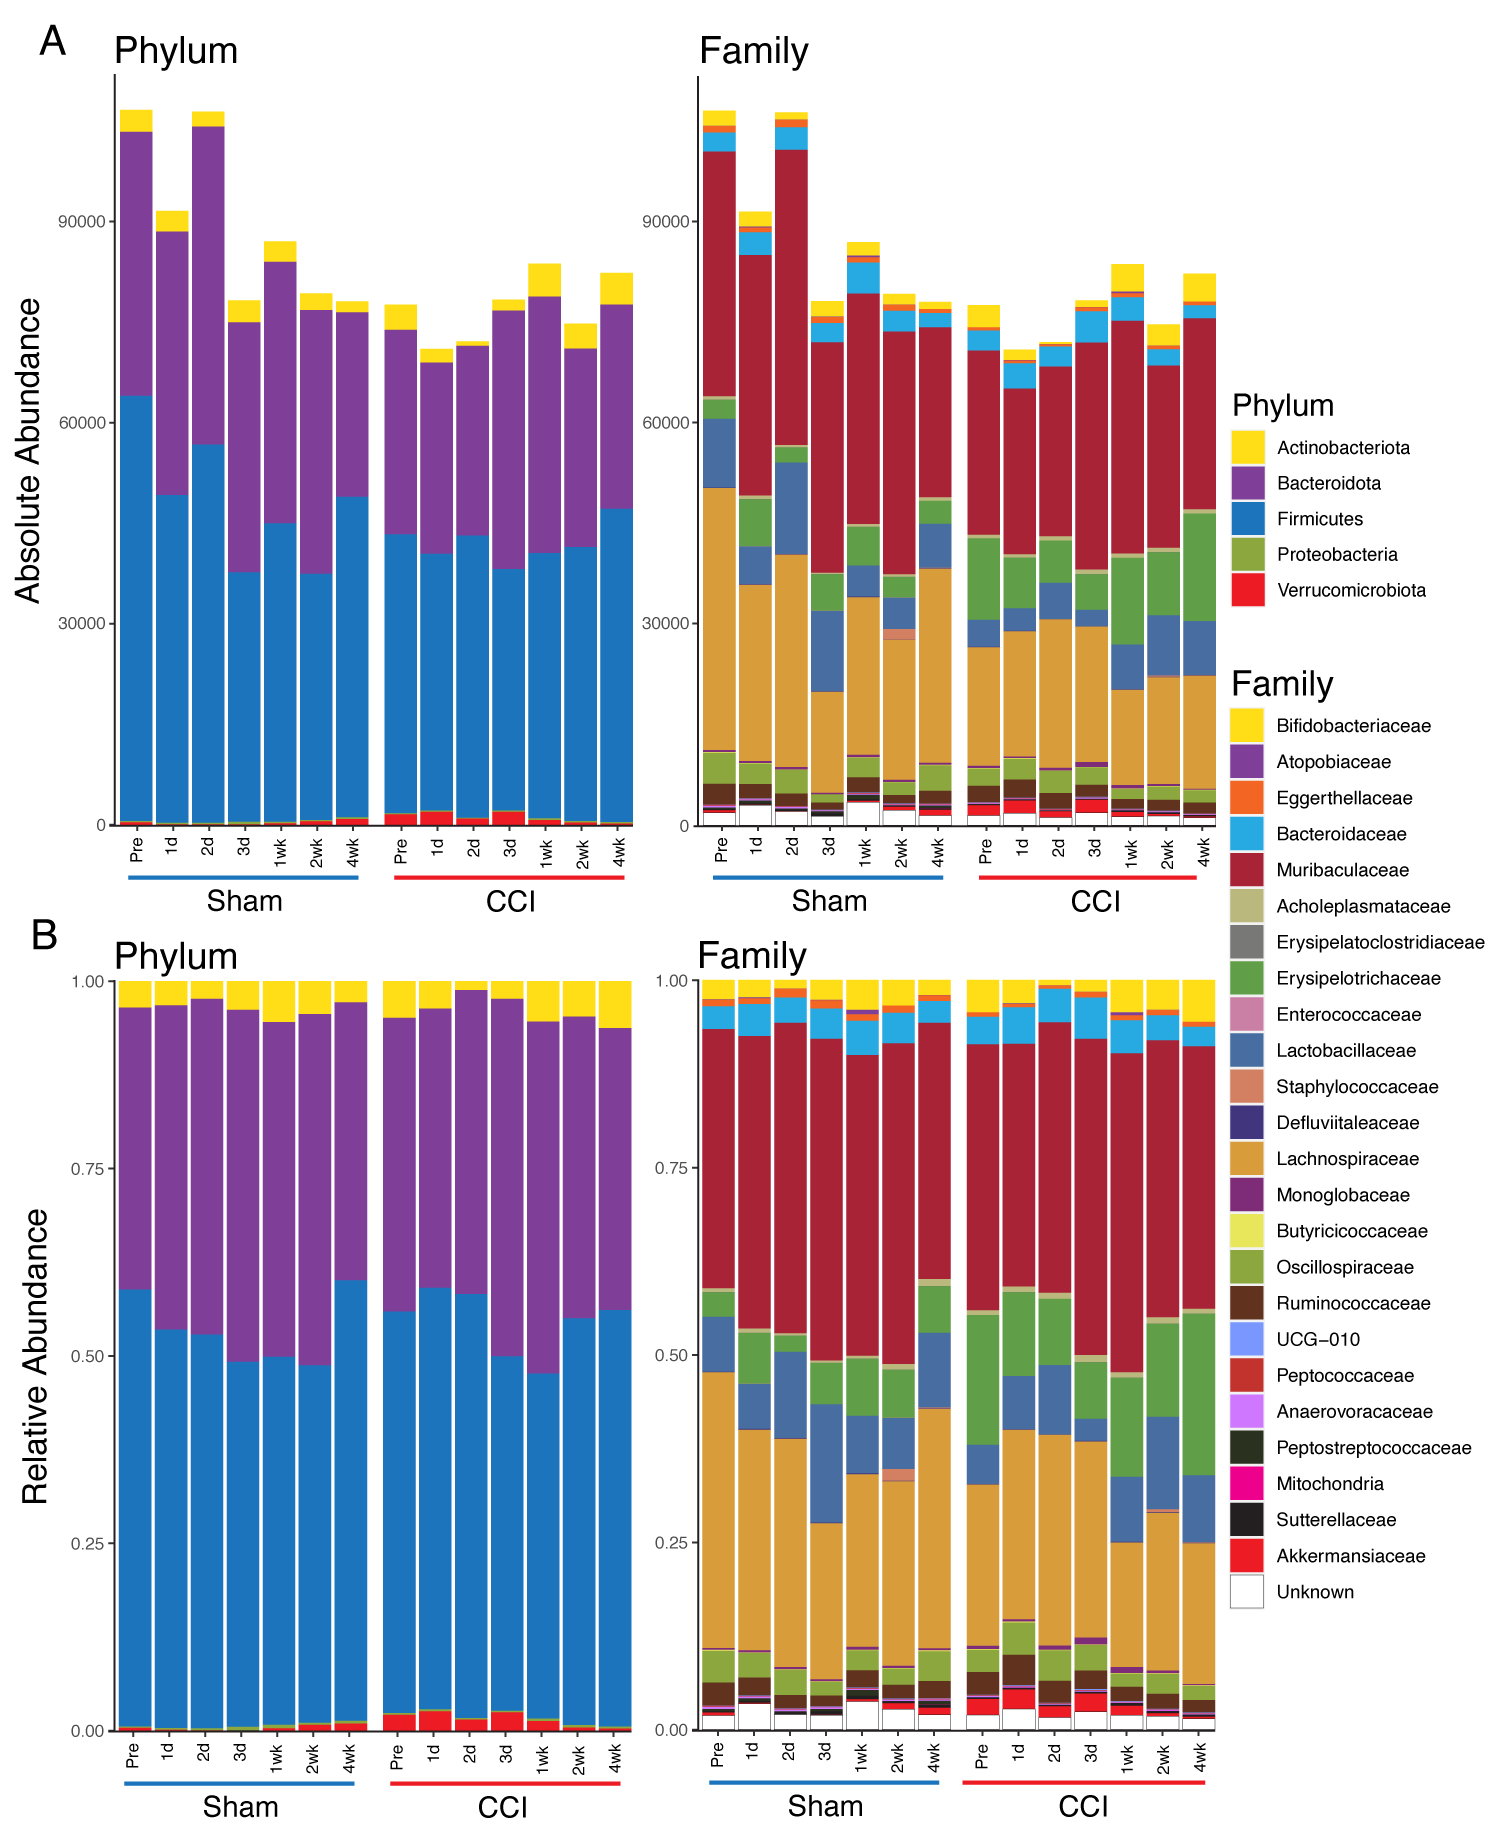

Supplemental Figure 5: Absolute and relative abundance taxa distribution

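Absolute abundance sums the reads assigned to each name, and relative abundance divides that sum by all reads of the sample. The names available for such a summary in the deposited taxonomy table were unevenly divided among the phyla. Firmicutes held 387 of the variants with assigned taxonomy (89.2%), with Bacteroidota at 22, Actinobacteriota at 18, Proteobacteria at 3 and Verrucomicrobiota at 1. The class Clostridia alone held 358 variants (82.5%), and the family Lachnospiraceae 203 (46.8%). A family was named for 84.8% of the Firmicutes variants and for 100% of those of the other phyla. These are numbers of sequence variants and not of reads.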

Representation of **(A)** absolute and **(B)** relative abundance by injury group and collection timepoint at a phylum and family level (n_sham_ = 6, n_CCI_ = 7).

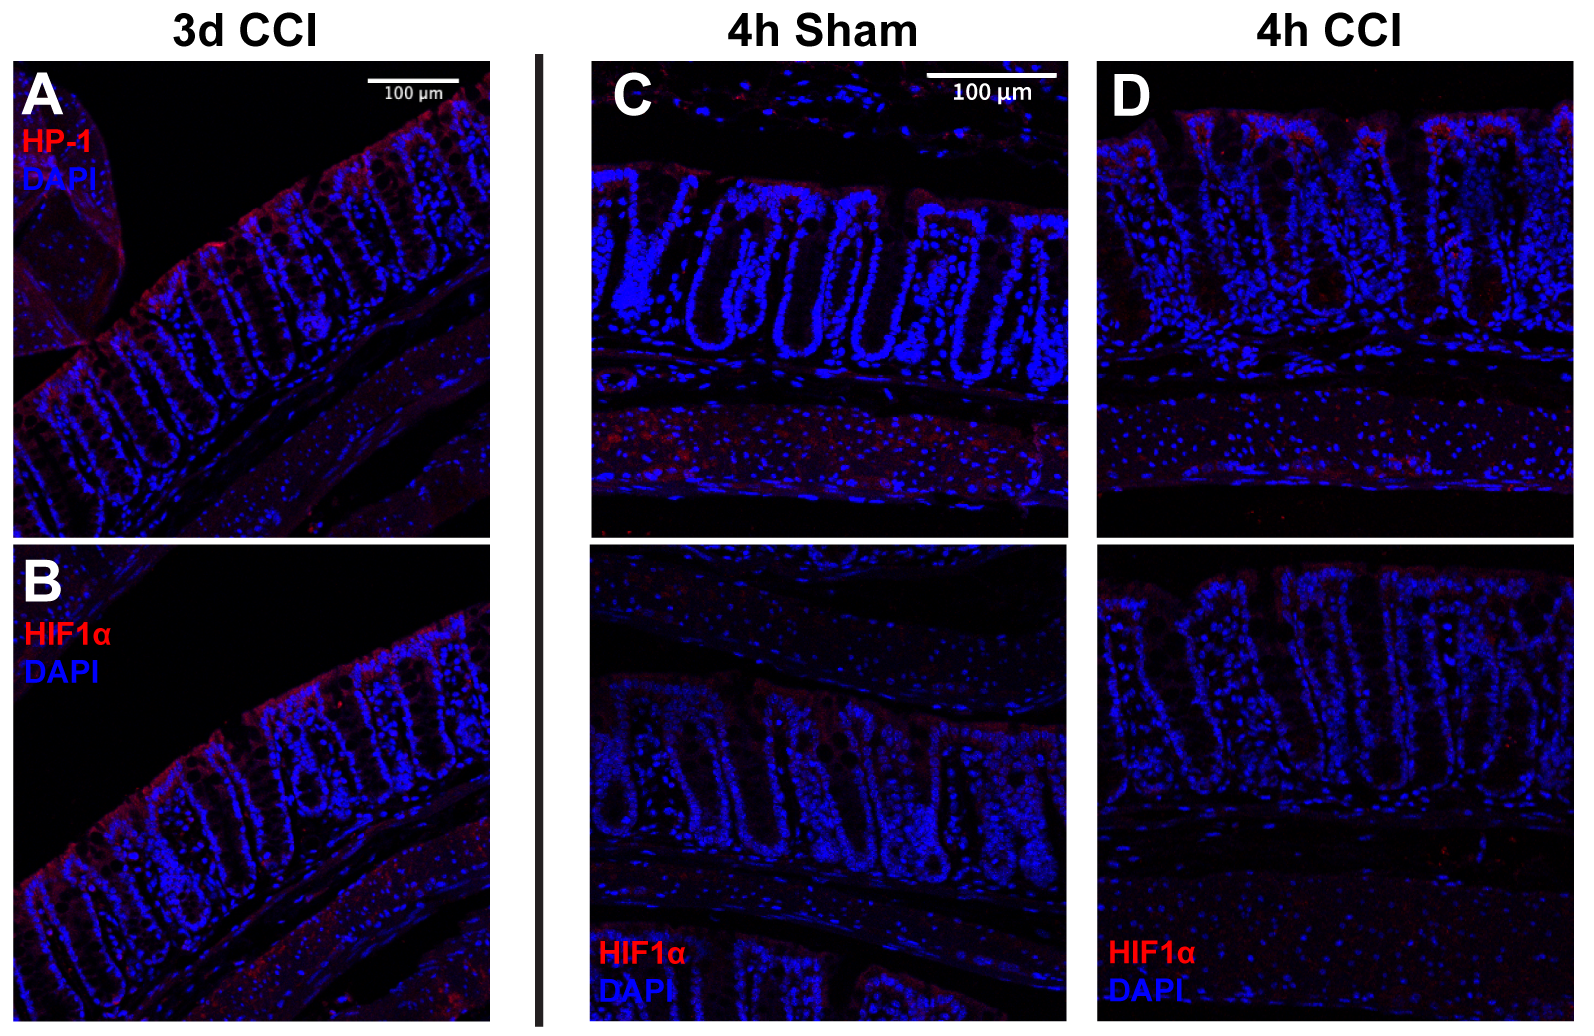

Supplemental Figure 6 : Colon HIF1α labeling is qualitatively similar at 4 h in sham and CCI mice

Serially sectioned colon tissue from 3 d CCI mice shows that **(A)** HP-1 labeling follows a comparable luminal-to-basal pattern as **(B)** HIF1α labeling supporting the use of HIF1α as a surrogate marker for colon hypoxia. Representative HIF1α labeling from two different **(C)** 4 h sham mice and **(D)** 4 h CCI mice. Qualitatively similar staining characteristics along the depth of the crypts between sham and injured mice suggest that there is no overt difference in the colon’s hypoxic gradient at 4 h after CCI.

|  | 4h | | 8 h | | 1 d | | 3 d | | 1 wk | | 2 wk | | | 4 wk | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Sham | CCI | Sham | CCI | Sham | CCI | Sham | CCI | Sham | CCI | Sham | CCI | Sham | | CCI | |
| Intestinal permeability and histology | 2 (1) | 7 (1) | 2 | 8 | 2 | 8 | 3 (1) | 6 (3) |  |  |  |  |  | |  | |
| Microbiome analysis and histology |  |  |  |  |  |  |  |  |  |  |  |  | 6 | | 7 | |
| Histological assessment only | 1 | 3 | 1 |  | 1 |  |  |  | 4 | 7 | 4 | 8 |  | |  | |
| **Total mice used for histology** | **3** | **10** | **3** | **8** | **3** | **8** | **3** | **6** | **4** | **7** | **4** | **8** | **6** | | **7** | |
| Hypoxia assessment |  |  |  |  | 4 | 6 | 7 | 7 |  |  |  |  |  | |  | |
| **Total mice per timepoint** | **4** | **11** | **3** | **8** | **7** | **14** | **11** | **16** | **4** | **7** | **4** | **8** | **6** | | **7** | |

**Supplemental Table 1: Allocation of mice by assay, timepoint and injury condition**

Mice utilized for the intestinal permeability assessment were also utilized for histological assessments (crypt depth, crypt-villi distance, and goblet cell assessment). Mice utilized for microbiome analysis were also used for histological assessments at 4 wks. Additional mice were used solely for histological assessment at unique timepoints (1 wk, 2 wk) or to increase group sizes. Mice generated for colon hypoxia assessment were not included in any other analysis. Numbers in parentheses represent mice excluded from analysis as detailed in the main text.

|  | **Pre-Sham** | **1d Sham** | **2d Sham** | **3d Sham** | **1wk Sham** | **2wk Sham** | **4wk Sham** | **Pre-CCI** | **1d CCI** | **2d CCI** | **3d CCI** | **1wk CCI** | **2wk CCI** | | **4wk CCI** |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Pre-Sham** | x | 0.730 | 0.660 | 0.123 | 0.281 | 0.284 | 0.828 | 0.015 | 0.176 | 0.341 | 0.096 | 0.020 | 0.060 | | 0.001 | *p*-values | |
| **1d Sham** | 0.851 | x | 0.759 | 0.362 | 0.914 | 0.657 | 0.728 | 0.036 | 0.264 | 0.223 | 0.311 | 0.136 | 0.132 | | 0.002 |  |  |
| **2d Sham** | 0.851 | 0.851 | x | 0.768 | 0.537 | 0.510 | 0.791 | 0.002 | 0.012 | 0.104 | 0.011 | 0.043 | 0.044 | | 0.001 |  |  |
| **3d Sham** | 0.553 | 0.689 | 0.851 | x | 0.777 | 0.763 | 0.637 | 0.008 | 0.037 | 0.060 | 0.024 | 0.190 | 0.205 | | 0.001 |  |  |
| **1wk Sham** | 0.562 | 0.923 | 0.851 | 0.851 | x | 0.722 | 0.760 | 0.046 | 0.183 | 0.157 | 0.183 | 0.440 | 0.361 | | 0.002 |  |  |
| **2wk Sham** | 0.562 | 0.851 | 0.851 | 0.851 | 0.851 | x | 0.601 | 0.070 | 0.170 | 0.267 | 0.324 | 0.423 | 0.247 | | 0.039 |  |  |
| **4wk Sham** | 0.872 | 0.851 | 0.851 | 0.851 | 0.851 | 0.851 | x | 0.035 | 0.272 | 0.566 | 0.127 | 0.134 | 0.286 | | 0.014 |  |  |
| **Pre-CCI** | 0.170 |  |  |  |  |  |  | x | 0.746 | 0.260 | 0.123 | 0.245 | 0.149 | | 0.098 |  |  |
| **1d CCI** |  | 0.562 |  |  |  |  |  | 0.851 | x | 0.884 | 0.490 | 0.208 | 0.272 | | 0.024 |  |  |
| **2d CCI** |  |  | 0.553 |  |  |  |  | 0.562 | 0.911 | x | 0.692 | 0.194 | 0.230 | | 0.003 |  |  |
| **3d CCI** |  |  |  | 0.170 |  |  |  | 0.553 | 0.851 | 0.851 | x | 0.166 | 0.022 | | 0.002 |  |  |
| **1wk CCI** |  |  |  |  | 0.807 |  |  | 0.562 | 0.562 | 0.562 | 0.562 | x | 0.741 | | 0.149 |  |  |
| **2wk CCI** |  |  |  |  |  | 0.562 |  | 0.562 | 0.562 | 0.562 | 0.170 | 0.851 | x | | 0.185 |  |  |
| **4wk CCI** |  |  |  |  |  |  | 0.170 | 0.553 | 0.170 | 0.074 | 0.074 | 0.562 | 0.562 | | x |  | |
|  | *q*-values | | | | | | | | | | | | |  | | |  |

Supplemental Table 2: Significance matrix of unadjusted and FDR-adjusted p-values from post-hoc pairwise comparisons of Bray-Curtis Dissimilarity

Each cell represents a comparison between the corresponding row and column titles. Row and column titles are matched to show comparison of each timepoint and injury condition compared against all others. An “x” has been placed at matched group comparisons. Values above the diagonal line represent the unadjusted p-value, and values below the diagonal line represent *p*-values from comparisons of interest that are adjusted for multiple testing (*q*-values) by Benjamini, Krieger, and Yekutieli two-stage linear step-up procedure (Q:1%). 

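The 14 groups of injury and timepoint form 91 pairs, of which the supplement marks 49 as comparisons of interest. These were 7 comparisons of sham with CCI at the same timepoint, 21 within sham and 21 within CCI. When the 2-stage procedure was run at Q of 1% on the paper's unadjusted p-values for Bray-Curtis dissimilarity, the recomputed q-value was within 0.001 of the paper's for 49 of 49 comparisons. With 49 independent tests, 2.45 would be below 0.05 by chance on average. The comparisons here share groups, and those within an injury group set the same mice against each other at 2 timepoints. The number expected by chance is therefore not known for them. The paper's unadjusted p-value was below 0.05 in 7 comparisons. These were 3 of the comparisons between injury groups, with the paper's p-values of 0.015 before injury, 0.024 at 3 d and 0.014 at 4 wk, and 4 of the comparisons within CCI. Of the 4 within CCI, 3 included the 4 wk CCI group. Within sham there were 0 of 21, with a smallest paper p-value of 0.123. The smallest recomputed q-value was 0.0742, shared by 2 comparisons. Adjusting only the 7 comparisons between injury groups gave a smallest q-value of 0.0530, and adjusting only the 21 within CCI gave 0.0318. These subsets were chosen after the p-values had been seen. The paper's smallest p-values, 0.002 and 0.003, were both within CCI, so 0.0318 is no separate evidence of a change there.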

Empty cells represent comparisons that were not meaningful and, as such, were not included in multiple testing correction (n_sham_ = 6, n_CCI_ = 7).

|  | **Pre-Sham** | **1d Sham** | **2d Sham** | **3d Sham** | **1wk Sham** | **2wk Sham** | **4wk Sham** | **Pre-CCI** | **1d CCI** | **2d CCI** | **3d CCI** | **1wk CCI** | **2wk CCI** | **4wk CCI** | |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Pre-Sham** | x | 0.544 | 0.281 | 0.059 | 0.220 | 0.412 | 0.953 | 0.034 | 0.387 | 0.471 | 0.126 | 0.045 | 0.081 | 0.002 | | *p* - values | |
| **1d Sham** | 0.690 | x | 0.382 | 0.136 | 0.925 | 0.774 | 0.616 | 0.048 | 0.410 | 0.471 | 0.592 | 0.199 | 0.093 | 0.001 | |  |  |
| **2d Sham** | 0.570 | 0.603 | x | 0.390 | 0.367 | 0.498 | 0.497 | 0.007 | 0.043 | 0.228 | 0.066 | 0.104 | 0.041 | 0.003 | |  |  |
| **3d Sham** | 0.324 | 0.518 | 0.603 | x | 0.675 | 0.755 | 0.288 | 0.007 | 0.122 | 0.136 | 0.035 | 0.443 | 0.151 | 0.002 | |  |  |
| **1wk Sham** | 0.544 | 0.954 | 0.603 | 0.777 | x | 0.652 | 0.448 | 0.095 | 0.339 | 0.355 | 0.156 | 0.639 | 0.318 | 0.013 | |  |  |
| **2wk Sham** | 0.603 | 0.833 | 0.649 | 0.830 | 0.768 | x | 0.414 | 0.181 | 0.444 | 0.614 | 0.456 | 0.745 | 0.314 | 0.059 | |  |  |
| **4wk Sham** | 0.963 | 0.762 | 0.649 | 0.570 | 0.616 | 0.603 | x | 0.094 | 0.492 | 0.755 | 0.120 | 0.159 | 0.431 | 0.033 | |  |  |
| **Pre-CCI** | 0.247 |  |  |  |  |  |  | x | 0.729 | 0.162 | 0.025 | 0.185 | 0.132 | 0.048 | |  |  |
| **1d CCI** |  | 0.603 |  |  |  |  |  | 0.820 | x | 0.815 | 0.179 | 0.236 | 0.445 | 0.109 | |  |  |
| **2d CCI** |  |  | 0.544 |  |  |  |  | 0.520 | 0.858 | x | 0.387 | 0.269 | 0.242 | 0.003 | |  |  |
| **3d CCI** |  |  |  | 0.247 |  |  |  | 0.247 | 0.520 | 0.603 | x | 0.251 | 0.027 | 0.002 | |  |  |
| **1wk CCI** |  |  |  |  | 0.768 |  |  | 0.520 | 0.544 | 0.570 | 0.520 | x | 0.413 | 0.116 | |  |  |
| **2wk CCI** |  |  |  |  |  | 0.598 |  | 0.518 | 0.616 | 0.544 | 0.247 | 0.603 | x | 0.189 | |  |  |
| **4wk CCI** |  |  |  |  |  |  | 0.247 | 0.297 | 0.518 | 0.074 | 0.074 | 0.518 | 0.520 | x | |  | |
|  | *q* - values | | | | | | | | | | | | | |  | |  |

Supplemental Table 3: Significance matrix of unadjusted and FDR-adjusted p-values from post-hoc pairwise comparisons of weighted UniFrac distance

Each cell represents a comparison between the corresponding row and column titles. Row and column titles are matched to show comparison of each timepoint and injury condition compared against all others. An “x” has been placed at matched group comparisons. 

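For weighted UniFrac distance, the same procedure run on the paper's unadjusted p-values gave a q-value within 0.001 of the paper's for 40 of the 49 comparisons of interest, and the largest difference was 0.0446. The paper's unadjusted p-value was below 0.05 in 8 comparisons. Of these, 3 compared sham with CCI at the same timepoint, with the paper's p-values of 0.034 before injury, 0.035 at 3 d and 0.033 at 4 wk. The other 5 were within CCI, of which 3 included the 4 wk CCI group. The smallest paper p-value within sham was 0.059. The smallest recomputed q-value over the 49 comparisons was 0.0742. With the comparisons between injury groups adjusted alone it was 0.0825.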

Values above the diagonal line represent the unadjusted p-value, and values below the diagonal line represent *p*-values from comparisons of interest that are adjusted for multiple testing (*q*-values) by Benjamini, Krieger, and Yekutieli two-stage linear step-up procedure (Q:1%). Empty cells represent comparisons that were not meaningful and, as such, were not included in multiple testing correction (n_sham_ = 6, n_CCI_ = 7).

How the deposited data were processed for this re-analysis (not part of the article)

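The series follows the fecal microbiome of male C57BL/6J mice after sham surgery or CCI. It holds 89 samples of 13 mice, 6 sham and 7 CCI, taken before injury and at 1, 2 and 3 d and 1, 2 and 4 wk after surgery. The injury group, mouse number and timepoint of each sample were taken from the sample labels and matched to the names in the deposited sample table.

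The authors extracted DNA from fecal pellets, sequenced the 16s rRNA gene, inferred sequence variants with DADA2, removed chimeric sequences and assigned taxonomy with the SILVA database. The release of SILVA is 132 in the paper and 138 in the record's description. The authors deposited read counts per variant and sample without normalization. The 91 per-sample columns of that table were not used here, because their animal numbers were paired with no mouse of the sample list in the paper's text, its supplements or the labels. Only the sequences of the 4065 variants were read from it. From the deposited taxonomy table the names of 434 variants at each rank were used. From the deposited sample table body weight, the weight on the day of surgery, fecal sample weight, cage, surgery day and extraction batch were used. That table gives no units, and body weights were read as g and fecal sample weights as mg. The weight listed with each sample is named there as a weight at euthanasia but changes from collection to collection, and it was taken as the weight at that collection. The depth per sample was not analysed here, and no precision from read depth is given.

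The 46 tests and 336 alternatives that had been set before the data were examined all needed read counts per sample, and none of them was run. All tests and alternatives reported here were chosen after the tables had been seen, and the rule set for naming taxa from abundance tests had nothing to act on. Verrucomicrobiota, Akkermansia and Erysipelotrichales are named here because the paper names them. The other phyla, the most frequent class and family, the families and genera within Erysipelotrichales, and the names Eukaryota and Mitochondria were chosen after their values were seen.

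The mouse was the unit of the comparisons of weights between injury groups. Means over the timepoints of a mouse, or changes from its pre-injury collection, were compared with two-sided exact permutation tests over all 1716 splits of the mice, or 792 at the timepoints that lack Sham 4. Changes over all mice were tested with two-sided exact sign-flip permutation tests. The interaction of injury and time was measured as the SD over timepoints of the difference in weight change and tested over the same splits in the upper tail. The range of shifts that a test did not reject at 0.05 was found in steps of 0.01 g or 0.1 mg. Extraction batch was set against injury by a chi-square with the sample as the unit, with 100000 permutations of the samples' labels (10000 where each mouse was left out), which treats the samples of a mouse as separate. The p-values of a family were adjusted by Benjamini and Hochberg's method. The 2-stage procedure of Benjamini, Krieger and Yekutieli at Q of 1% was applied to the unadjusted p-values printed in the paper's supplement. Sequence identity between variants was taken from global alignments by edlib, and the qPCR oligonucleotides were searched on both strands without gaps, with up to 3 mismatches counted as a close match. Alternatives were surgery day as a stratum, a replicate block, other baselines and averages, other scales, other adjustments of q-values, and each mouse left out in turn.

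Surgery day and cage were the batches known for body weight, and extraction batch the one known for the DNA. The tests and adjustments were tested on simulated data with known answers. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9 and edlib 1.3.9.post1 were used.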

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

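All tests in this part were chosen after the values had been seen. In 40 groups of 5 to 7 mice, the gap of the most extreme mouse to the nearest other was set against the range of the group, and 8 values stood apart, where chance gives about 1 in 20, or 2 groups. Of the 8 values, 6 are body weights or their changes in Sham 1 and CCI 1, which are whole numbers and not independent of each other, and 2 are fecal sample weights of other mice.

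Sham 1 weighed 29 g at 1 d, 28 g at 3 d and 28 g at 1 wk, apart from the other sham mice at each of these timepoints. A wrong entry at these collections would put them above the mouse's own weights at its other 4 collections, where it did not stand apart by the same measure. Those weights were 28 to 31 g with a median of 28.5 g, so the 3 weights lay within them. At the other 4 collections Sham 1 was still the heaviest sham mouse, by 2 to 3 g. It was also heavier on the day of surgery, at 27 g against at most 26 g in the other sham mice. The reason for its weight was not tested. Without Sham 1, CCI minus sham over the fecal collections was 0.591 g in place of -0.0585 g (two-sided exact permutation test, p = 0.626).

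Sham 1 also stood apart in its change from the pre-injury collection, with 1 g at 1 d and 0 g at 2 d, and CCI 1 stood apart with 1 g at 2 d. The nearest mouse of the group was at -1 g each time. All 89 body weights were whole numbers, so at 2 d the sham group held only 2 distinct changes that lay 1 g apart, and rounding alone could set a mouse apart there. The gap was 2 g for Sham 1 at 1 d and for CCI 1 at 2 d. A gap between 2 mice rests on 4 weights, whose rounding to the nearest g adds up to at most 2 g, so how much of these gaps is rounding stays open. No biological explanation was tested.

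The fecal sample of Sham 6 at 4 wk weighed 167.35 mg and that of CCI 5 at 4 wk weighed 137.65 mg. They came from different injury groups and cages, but the 2 mice shared a surgery day and a timepoint. All other samples at 4 wk, those of that surgery day included, weighed at most 55.2 mg in sham and 57.6 mg in CCI mice. An effect of the shared day on these 2 samples alone was not tested. Weighing in the extraction batch would have raised the other samples of the same batches, but the 10 others had a median of 41.2 mg and a highest value of 89.24 mg, against a median of 43.0 mg over all samples. Heavier mice do not account for them either, since the 2 other mice that were at least as heavy at 4 wk gave at most 57.6 mg. Entry errors and larger collections from these mice stay open, and both were untested. Injury does not separate the pair, which has 1 mouse of each group.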

How the results depend on the processing

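All alternatives here were chosen after seeing the data. The 336 alternatives set beforehand needed read counts per sample and were not run. For 12 results, 153 alternatives were run, of which 130 kept the side of the threshold and, where the result has one, the direction, 3 gave a difference of exactly 0, 12 reversed a direction, 5 moved a result past the threshold, 2 took one back from it and 1, with samples as the unit, changed the degrees of freedom from 11 to 75.

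The difference in body weight between injury groups was near 0 and changed sign easily, without passing the threshold. With the weight on the day of surgery it was 0.286 g, and with each mouse left out it ranged from -0.752 to 0.591 g. CCI minus sham in the change to 4 wk was 0.0625 g within surgery days, 0.167 g with a replicate block, and between -0.371 and 0.229 g with each mouse left out, where it was 0 g without CCI 1, CCI 2 or CCI 5. Taken from the weight on the day of surgery it was -0.595 g (two-sided exact permutation test, p = 0.457). The cause was not tested. The fall over all mice no longer passed the threshold when taken from the weight on the day of surgery, with -0.308 g at 1 d (two-sided exact sign-flip permutation test, p = 0.359) and -0.462 g at 2 d (two-sided exact sign-flip permutation test, p = 0.148), and the cause was not tested. The gain at 4 wk remained, at 1.85 g.

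With the replicate block, body weight differed by -0.276 g between the injury groups and fecal sample weight by 5.46 mg. Equal numbers do not pair the mice. Of 6 pairs, 3 had a correlation of their deviations over 0.1 (range -0.146 to 0.546).

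The chi-square of extraction batch by injury was between 16.7 and 24.8 with each mouse left out, and passed the threshold only without CCI 6, at 24.8 (one-sided permutation test, p = 0.0422). With labels permuted within timepoints or within surgery days the one-sided permutation p was 0.117 each time. The smallest q-value of Bray-Curtis dissimilarity and of weighted UniFrac distance was 0.0318 for each when only the comparisons within CCI were adjusted, because fewer p-values entered. Under the other adjustments it lay between 0.0530 and 0.0980.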

Differences from the paper's values

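All values in this part were chosen after the result had been seen. The paper's denominator degrees of freedom for the effect of injury on Shannon diversity are 75, whereas 13 mice in 2 injury groups leave 11. With samples as the unit, a setting chosen after seeing the values, 89 samples in 14 groups leave 75. The paper's degrees of freedom for Faith's PD are 11, which is also the number with mice as the unit. No alternative set before the data were examined bears on this count.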

Other observations

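The tests in this part were all chosen after the result had been seen.

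In the supplement's table for weighted UniFrac distance, the comparison of 3 d CCI with 1 wk CCI has a paper p-value of 0.251 and a paper q-value of 0.52, while 4 comparisons with a lower paper p-value have a higher paper q-value. In a step-up adjustment q-values do not fall as p-values rise, and this was the only comparison of the 49 out of order. With the printed p-values, 9 of the recomputed q-values differed from the paper's by more than 0.001. A candidate explanation is that the adjustment used another p-value for this comparison than the one printed. With any value from 0.147 to 0.189 in its place, 49 of 49 recomputed q-values were within 0.001 of the paper's. The same replacement at any other single comparison, tried in steps of 0.01, reached at most 44. This is a hypothesis drawn from the same values, and it leaves the p-values under 0.05 as they are.

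The paper's degrees of freedom for the effect of injury on body weight are 12, which 2 groups give with 14 mice, and 13 mice give 11. The reason for the number in the paper was not tested.

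The 2 extraction batches that held CCI samples only might have come from a random order of samples. Permuted labels gave a chi-square of batch by injury at least as large in a share of 0.110, and the number of samples in batches of 1 injury group, 10, compares with a median of 3 in permuted labels (one-sided permutation test, p = 0.113). With each mouse left out, the first share lay between 0.0422 (without CCI 6) and 0.351 (without Sham 3), and it was 0.0506 without Sham 4. Whether these batches differed in their reads was not analysed here.

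Before injury, fecal samples weighed 33.9 mg ± 10.1 (SD, n = 6) in mice that would have sham surgery and 55.1 mg ± 23.4 (SD, n = 7) in mice that would have CCI, a difference of 21.2 mg (two-sided exact permutation test, p = 0.0670, adjusted p over 7 timepoints = 0.469). Within surgery days the difference was 26.5 mg (two-sided exact permutation test, p = 0.0190), and without CCI 7 it was 27.5 mg (two-sided exact permutation test, p = 0.00866). These were the only 2 of 16 alternatives that passed the threshold. On the log2 scale the difference was 0.60 (two-sided exact permutation test, p = 0.116), with a replicate block it was 27.5 mg (two-sided exact sign-flip permutation test, p = 0.0625), and without CCI 1 it was 16.0 mg (two-sided exact permutation test, p = 0.117). The highest p with a mouse left out was 0.121, without Sham 5 (two-sided exact permutation test, 18.9 mg). These p-values are unadjusted, and no explanation was tested.

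Among the 3631 variants of the count table without a name, 265 (7.30%) were at least 99% identical to a named variant, 722 (19.9%) at least 97%, and 2143 (59.0%) at least 90%. To the single Akkermansia variant, 1 unnamed variant was at least 97% identical (98.8%), 5 were at least 95% identical and 12 at least 90%, while the closest other named variant reached 78.1%. The paper does not report these unnamed variants, and their read counts were not analysed here.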
